# Modular, cascade-like transcriptional program of regeneration in *Stentor*

**DOI:** 10.7554/eLife.80778

**Published:** 2022-08-04

**Authors:** Pranidhi Sood, Athena Lin, Connie Yan, Rebecca McGillivary, Ulises Diaz, Tatyana Makushok, Ambika V Nadkarni, Sindy KY Tang, Wallace F Marshall

**Keywords:** *Stentor coeruleus*, ciliate morphogenesis, single-cell regeneration, single-cell wound healing, Other

## Abstract

The giant ciliate Stentor coeruleus is a classical model system for studying regeneration and morphogenesis in a single cell. The anterior of the cell is marked by an array of cilia, known as the oral apparatus, which can be induced to shed and regenerate in a series of reproducible morphological steps, previously shown to require transcription. If a cell is cut in half, each half regenerates an intact cell. We used RNA sequencing (RNAseq) to assay the dynamic changes in Stentor’s transcriptome during regeneration, after both oral apparatus shedding and bisection, allowing us to identify distinct temporal waves of gene expression including kinases, RNA -binding proteins, centriole biogenesis factors, and orthologs of human ciliopathy genes. By comparing transcriptional profiles of different regeneration events, we identified distinct modules of gene expression corresponding to oral apparatus regeneration, posterior holdfast regeneration, and recovery after wounding. By measuring gene expression after blocking translation, we show that the sequential waves of gene expression involve a cascade mechanism in which later waves of expression are triggered by translation products of early-expressed genes. Among the early-expressed genes, we identified an E2F transcription factor and the RNA-binding protein Pumilio as potential regulators of regeneration based on the expression pattern of their predicted target genes. RNAi-mediated knockdown experiments indicate that Pumilio is required for regenerating oral structures of the correct size. E2F is involved in the completion of regeneration but is dispensable for earlier steps. This work allows us to classify regeneration genes into groups based on their potential role for regeneration in distinct cell regeneration paradigms, and provides insight into how a single cell can coordinate complex morphogenetic pathways to regenerate missing structures.

## Introduction

While much is known about the molecular composition of cells, the mechanism by which those components are arranged into complex patterns and structures is far less understood (Kirschner et al., 2000; Shulman and St Johnston, 1999; Harold, 2005; Marshall, 2020). How does a cell create and maintain pattern? Historically, study of regeneration has played a key role in revealing mechanisms of animal development, because regeneration allows specific developmental processes to be induced experimentally (Morgan, 1901a). Understanding how cells are able to rebuild cellular components and re-establish global patterning holds the promise of shedding new light on the largely unanswered fundamental question of how cells perform morphogenesis and pattern formation.

A second reason to study regeneration in single cells is to identify the mechanisms by which cells repair and recover from wounds. Regeneration and wound healing are processes that are typically studied at the tissue level in multi-cellular organisms, but individual cells also must be able to repair wounds following mechanical disruption, and a cellular scale response to injury is a crucial feature of repair even in multi-cellular organisms. Injured cells must be able to not only patch over the site of injury to prevent leakage of cytoplasm, they also need to re-establish polarity, rebuild organelles, and reorganize the cytoskeleton (Tang and Marshall, 2017). Deficiencies in cell repair have become implicated in disease, for example in diseases of the heart, lung, and nervous system (Oeckler and Hubmayr, 2008; Wang et al., 2010; Angelo and Mao, 2015), including ARDS (acute respiratory distress syndrome) (Cong et al., 2017). Yet, there is still much to be learned about how an individual cell responds to a wound.

Ciliates provide an excellent opportunity for investigating the mechanisms of cellular patterning and regeneration due to the fact that they have highly stereotyped cell shapes, with easily visible surface structures that serve as landmarks to assess the progress of regeneration (Aufderheide et al., 1980; Frankel, 1989). The giant ciliate *Stentor coeruleus* (Tartar, 1961; Marshall, 2021) is a single cell that can fully regenerate its complex subcellular structure after injury. In this classical system, virtually any portion of the cell, when excised, will give rise to a normally proportioned cell with intact subcellular organization (Morgan, 1901b; Tartar, 1961). *Stentor* provides a unique opportunity to study regeneration and patterning at the cell scale. Its large size (up to 1–2 mm in length), clear anterior/posterior axis, detailed cortical patterning, and remarkable ability to heal even large wounds in the cell membrane make it especially amenable to surgical manipulation and imaging approaches. But despite roughly a century of analysis by microscopy and microsurgery, the mechanism by which Stentor forms and regenerates its complex body pattern remains a mystery, because a lack of genetic and genomic tools in the organism prevented detailed molecular analysis of its processes. Now that the *S. coeruleus* genome has been determined (Slabodnick et al., 2017) and RNA interference methods developed (Slabodnick et al., 2014), molecular and genomic approaches enable new ways to explore this classic model system. In *Stentor*, principles of single-cell wound healing and regeneration can be studied without confounding effects of surrounding cells that may non-autonomously influence an intracellular injury response in the context of tissues.

Transcriptome studies of various multi-cellular animal species, including zebrafish and planaria, all of which are capable of regeneration throughout life, have begun to reveal key regulators of multi-cellular regeneration. Many of these studies have delineated the molecular players in regeneration by identifying genes that are expressed when stem cells differentiate into various cell types required to rebuild lost tissue or organs. This transcriptomic approach has thus proven its utility in revealing cell-specific requirements for regeneration in the context of tissues. We have sought to take a similar approach to the problem of single-cell regeneration in *Stentor*, focusing on two regenerative processes: regeneration of the oral apparatus (OA) after its removal by sucrose shock, and regeneration of cells that have been bisected into two half-cells.

One of the most dramatic and tractable regeneration paradigms in *Stentor* is the regeneration of the OA. The OA is a prominent structure on the anterior side of the cell that contains thousands of basal bodies and cilia (Paulin and Bussey, 1971) organized into a ciliated ring known as a membranellar band (MB). At one end of the ring is an invagination of the plasma membrane, where food particles are ingested. This invagination together with its associated cytoskeletal structures is known as the mouth. The OA can be induced to shed using sucrose shock (Tartar, 1957) after which a new OA regenerates over the course of 8 hr, progressing through a series of well-characterized morphological stages (Figure 1A; Tartar, 1961). Removal of the macronucleus, at any stage, causes OA regeneration to halt at the next stage, suggesting that several waves of gene expression may be required to drive different processes at different stages (Tartar, 1961). In addition to the macronucleus, each *Stentor* cell contains multiple micronuclei, which are generally not visible because they are closely adjacent to the macronucleus. The micronuclei are required for sexual reproduction but are dispensable for regeneration and for mitotic cell division (Schwartz, 1935; Tartar, 1961). Chemical inhibitor studies showed that regeneration of the OA requires transcription (Whitson, 1965; James, 1967; Burchill, 1968; Younger et al., 1972) and it is also known that overall levels of RNA synthesis increase several fold during the OA regeneration process (Ellwood and Cowden, 1966; Burchill, 1968; Younger et al., 1972).

**Figure 1.**
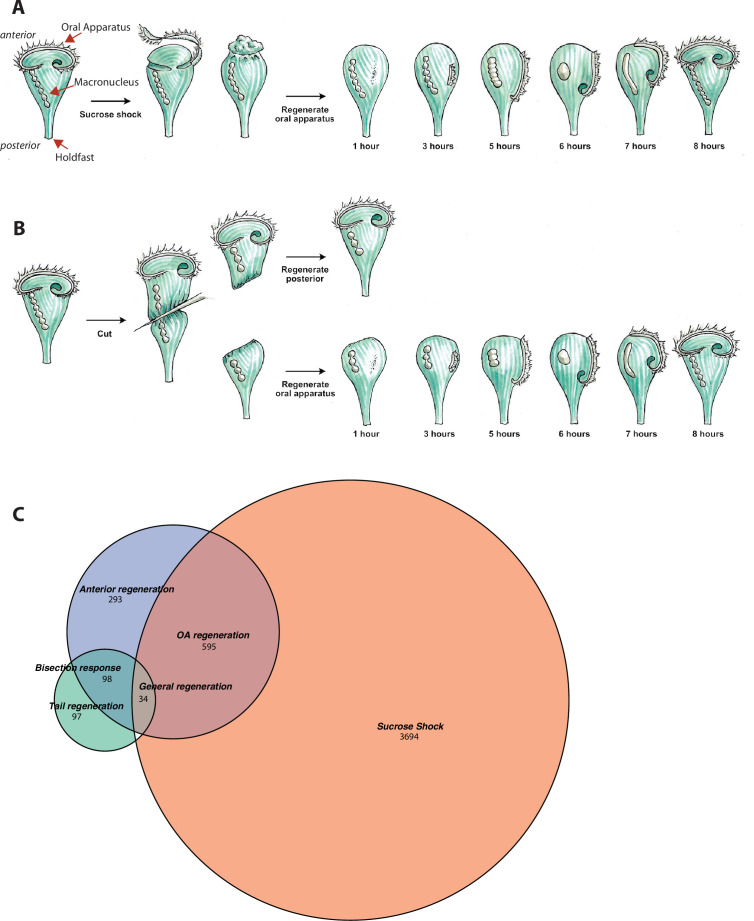
Transcriptional profiling of *Stentor* regeneration. (**A**) Morphological events in *Stentor* regeneration. At t=0,the membranellar band is shed during sucrose shock. The body cilia remain on the cell. After sucrose shock the frontal field protrudes, resulting in the anterior end of *Stentor* becoming rounded rather than cone-shaped. One hour after the start of regeneration, basal bodies begin to form at the locus of stripe contrast. After 3 hr, the first cilia of the new membranellar band are visible. These cilia show uncoordinated beating. After 5 hr, the new membranellar band elongates and extends along the anterior-posterior axis. A site for the new mouthparts is cleared at the posterior end of the membranellar band. During this stage, the cilia become oriented with respect to each other and their beating begins to become coordinated, forming multiple short metachronal waves. The nodes of the macronucleus begin to condense. By 6 hr, the mouthparts are completely formed and the macronucleus is fully condensed. At 7 hr the membranellar band and mouth migrate to the anterior end of the cell. The macronucleus extends into a sausage-like shape. By 8 hr after sucrose shock the *Stentor* is fully regenerated. The membranellar band completely wraps around the anterior of the cell, all of the oral cilia coordinate to form a single metachronal wave, the macronucleus is re-nodulated, and the cell resumes normal feeding activity. (**B**) Surgical bisection of *Stentor*. When a *Stentor* cell is cut in half perpendicular to the long axis, two cell fragments are produced, an anterior half-cell and a posterior half-cell. Immediately after cutting, both half-cells heal their wounded edges. The anterior half-cell then regenerates a new posterior body including the hold-fast, and the posterior half-cell regenerates a new anterior body including the oral apparatus (OA). Oral regeneration in the posterior half-cell has the same general morphological events and timing as oral regeneration in the sucrose-shocked cells. Both fragments are able to regenerate because the elongated macronucleus that is divided into both halves during surgery is highly polyploid, ensuring that each half-cell retains many copies of the genome. (**C**) Comparative transcriptional profiling. We performed RNA sequencing (RNAseq) on sucrose-shocked cells regenerating as in panel A, as well as on both the anterior and posterior half-cells regenerating after bisection as in panel B. These three datasets are represented by the three circles of the Venn diagram, with blue representing genes expressed during regeneration in bottom half-cells after bisection, green representing genes expressed during regeneration in top half-cells after bisection, and coral representing genes expressed during regeneration in cells following sucrose shock. Genes were grouped into modules according to correlated expression patterns shared between two or more fragments. For example, the ‘general regeneration’ module was defined based on genes showing differential expression in all three cases of regeneration (OA, anterior half, and posterior half).

The second regeneration paradigm we consider is bisection (Figure 1B). When a *Stentor* cell is cut in half along its longitudinal axis, the posterior half regenerates a new OA, while the anterior half regenerates a new tail (Morgan, 1901b). Thus, the list of genes expressed during regeneration in posterior halves of bisected cells presumably includes genes involved in building a new OA, but is also expected to include genes involved in building other anterior structures such as the contractile vacuole, while the list of genes expressed in the anterior half would include genes involved in rebuilding lost posterior structures. Both halves are expected to express genes involved in recovering the normal metabolic state of the cell following closure of the large wound created in the plasma membrane during surgical bisection.

Given that transcription is required for regeneration, there is likely to be a set of genes whose products drive the regenerative process. By learning the identity of these genes, we can determine the molecular pathways and building blocks involved in building new cellular structures. Proteomic analysis (Lin et al., 2022) has shown that the OA, anterior half-cell, and posterior half-cell, all have distinct protein compositions, hence we expect their regeneration to involve expression of different sets of genes. Transcriptional analysis provides a complementary method to proteomics for identifying new components of distinct cellular structures in *Stentor* while also allowing identification of genes whose products are needed to build the structure but that do not encode components of the final structure, and so would be missed by proteomics. This type of approach has previously been used successfully to identify genes involved in ciliogenesis, by identifying genes expressed in cells as they regenerate flagella (Schloss et al., 1984; Stolc et al., 2005; Albee et al., 2013). In addition to producing lists of candidate genes involved in assembly, the timing with which different genes are expressed will potentially reveal sequential steps in the assembly process itself. Furthermore, by revealing the timing of gene expression during regeneration, transcriptional analysis can provide clues about how the process is initiated. OA regeneration can be triggered by several different procedures, including removal of the OA but also rotation of the OA relative to the rest of the cortical pattern (Tartar, 1961) raising the question of how the cell recognizes these geometric perturbations. One approach is to determine which genes are expressed earliest in the pathway, and then move upstream to identify signals required to turn these early-expressed genes on. In terms of the timing and sequential logic of the expression program itself, we note that even if the ultimate goal is to understand how *Stentor* achieves complex spatial patterning, pattern formation is an inherently spatiotemporal process, such that both spatial and temporal control are important.

It has been possible to use RNAseq to show that a portion of the genome becomes expressed during regeneration in *Stentor* (Sood et al., 2017; Onsbring et al., 2018; Wei et al., 2020). These studies focused on two different regeneration paradigms. In Sood et al., 2017, and Wei et al., 2020, genes were identified that were upregulated during OA regeneration in *S. coeruleus*, induced using sucrose shock or urea shock, respectively. The list of genes identified was presumably a mixture of those involved in building the new OA and genes involved in recovery from the stress of sucrose or urea shock that was used to remove the OA. In Onsbring et al., 2018, regeneration of bisected *Stentor polymorphus* cells were analyzed. Each of these three prior studies focused on a different regeneration paradigm in different species. However, we hypothesized that by comparing the transcriptional programs of regeneration in sucrose-shocked versus bisected cells, all within the same species, it would become possible to distinguish shared modules of gene expression, common to all regenerative processes, from structure-specific regeneration modules.

Here, we report a comparative transcriptomic analysis in which RNAseq was used to analyze gene expression during OA regeneration following sucrose shock as well as regeneration in posterior and anterior cell fragments following surgical bisection. By comparing gene sets expressed in these different situations, we can identify genes specific to regeneration of the OA and the posterior tail, as well as additional sets of genes involved in the recovery from surgical wounding. The timing with which specific groups of genes are expressed correlates with the formation of specific cellular structures. These results suggest a modular organization of the regeneration program. By focusing on earlier stages of regeneration, we identified conserved transcriptional regulators as well as RNA-binding proteins that are differentially expressed during regeneration. Inhibition of protein translation allows the transcriptional program to be divided into an early set of genes whose expression does not require protein synthesis, and a later set of genes whose expression is apparently dependent on production of proteins encoded by the early genes, suggesting a cascade-like logic. This work opens a new window into the molecular details underlying the century-old question of regeneration in this extraordinary single-celled organism.

## Results

### Identifying gene expression modules by comparative transcriptomics

*S. coeruleus* cells were subjected to sucrose shock to remove the OA (Figure 1A), or else surgically bisected to produce anterior and posterior half-cells (Figure 1B). These experiments produced three regenerating samples: intact cells from which the OA had been removed, which then regenerated the OA; posterior half-cells which regenerated a new anterior half, including the OA and other anterior structures; and anterior half-cells which retained the pre-existing OA and regenerated a new posterior half including contractile tail and holdfast.

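Posterior and anterior half-cells were sequenced at 60, 120, 180, 240, 360 and 420 min after bisection, with 3 replicates of each at each time, 36 libraries in all. The 4 libraries of untreated cells served as time 0 for both. The Methods list 90 min in place of 240 min, and the times used here are those of the figures and the sample labels. Counts per transcript were estimated by the authors with kallisto 0.44.0 against the transcriptome assembled from all samples. Estimated counts came to 26469213 to 56592251 per library in posterior half-cells (median 36433725), 22614145 to 43591546 in anterior half-cells (median 34903692) and 31305793 to 44031400 in untreated cells (median 35184403). Transcripts of 1 locus took 49.5% to 62.9%, 47.2% to 67.4% and 50.3% to 53.7% of them. Rounding, summing per gene and TMM scaling were followed by a test of posterior and of anterior half-cells against time with edgeR, over 39425 genes in posterior and 37671 genes in anterior half-cells. At 60, 120, 360 and 420 min, 423 genes separated posterior from anterior half-cells, 281 higher and 142 lower in posterior half-cells. Scored on those genes, the libraries labelled anterior at 180 min replicate 1 and 240 min replicate 1 scored 1.28 and 0.81 on the log2 scale, within the 0.39 to 1.56 of the posterior half-cells. The libraries labelled posterior at 180 min replicate 2 and 240 min replicate 1 scored -0.59 and -1.07, within the -1.47 to -0.58 of the anterior half-cells. Labels were kept as given, and some counts are also given without these 4 libraries.

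**Figure D1:**
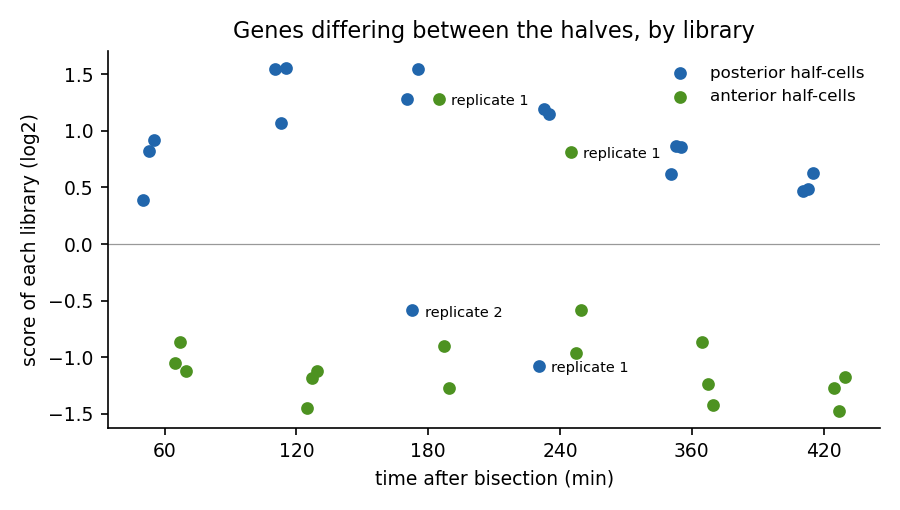
Score of each half-cell library (y axis, log2) by time after bisection (x axis, min), from the 423 genes that differ between posterior and anterior half-cells at 60, 120, 360 and 420 min; each point is 1 library. The 4 named replicates, at 180 and 240 min, lie with the libraries of the opposite half-cells.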

For each sample, cells were collected at regular intervals and analyzed by RNAseq (see Materials and methods). The process of building a new OA takes ~8 hr as detailed in Figure 1. RNA samples from ~20 cells were collected prior to sucrose shock, at 30 min and at 1, 1.5, 2, 3, 4, 5, 6, and 7 hr after sucrose shock. 

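RNA from intact cells was sequenced before sucrose shock and at 30, 60, 90, 120, 180, 240, 300, 360 and 420 min after it, with 4 replicates at each time and 40 libraries in all. The Methods list other times, and the times used here are those of the Results, the figures and the sample labels. The authors trimmed the paired reads, assembled 1 transcriptome from all samples and estimated counts per transcript with kallisto 0.43.1 for these libraries, against 77638 transcripts and 92 ERCC spike-in sequences. Estimated counts came to 8582531 to 14440025 per library, with a median of 10750831. Transcripts of 1 locus took 3.41% to 58.0% of the counts of a library (median 13.7%), and the highest share was in replicate 4 at 240 min. For the values given here the estimated counts were rounded, summed over the transcripts of each Trinity gene and scaled by TMM. The 44487 genes past a low-count filter were then tested for change over time with edgeR's quasi-likelihood F-test, comparing a natural spline of time with 3 degrees of freedom against no dependence on time. The direction of a gene is the sign of its largest departure from the cells before shock, in mean log2 CPM with a prior count of 1. The files name transcripts by assembly identifiers and do not pair them with gene models, so the genes are described in groups, by when and in which cells they changed.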

The number of time points was based on the time required to complete regeneration. At each stage, RNA was extracted, and RNAseq libraries were sequenced (see Materials and methods). We combined reads from all samples and replicates and used these to assemble a genome-guided de novo transcriptome (Grabherr et al., 2011) using TRINITY. To identify genes with dynamic expression patterns during regeneration, we first mapped reads from each sample to this transcriptome and then identified differentially expressed genes over the time course in each sample. To identify genes that were differentially expressed we compared two models – a generalized additive model where changes in expression over time are modeled by natural splines, and one in which there is no dependence on time.

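After sucrose shock 35218 of the 44487 genes tested changed over the time course, 19412 of them upward and 15806 downward. In posterior half-cells 24389 genes changed, 14202 upward and 10187 downward. In anterior half-cells 12475 genes changed, 6855 upward and 5620 downward. The median size of the largest change was 1.64 on the log2 scale after sucrose shock, 1.72 in posterior and 1.41 in anterior half-cells. Changes of 8-fold or more upward were seen in 4746, 2448 and 635 genes, and downward in 609, 653 and 309. These counts are of Trinity genes, not of the paper's gene models, and take edgeR's adjusted p under 0.05. At the paper's threshold, 10 times the smallest adjusted p of a spike-in, 9696 genes passed after sucrose shock (8183 upward and 1513 downward), 3657 in posterior half-cells (2684 and 973) and 1428 in anterior half-cells (524 and 904). That threshold came to 7.36e-09, 3.53e-06 and 2.11e-04, and 18 of 23, 13 of 16 and 12 of 15 spike-ins tested had an adjusted p under 0.05 themselves. The paper states that the dilution of the spike-ins depended on the RNA extracted. Their share can thus differ between libraries by design, and whether this gave these calls was not tested. Without replicate 3 the count was 15522 in posterior half-cells and 5206 in anterior half-cells. In anterior half-cells it was 6665 without replicate 2 and 4075 with time 0 left out. Of the genes that changed after sucrose shock, 5901 belong to 7258 genes with at least 400 counts over the sucrose shock libraries and at most 5 over the DMSO libraries of the other sequencing run.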

Overall, we identified 4323 genes that exhibited dynamic expression patterns through regeneration in sucrose-shocked cells, 1020 in posterior half-cells following bisection, and 229 in anterior half-cells following bisection. As indicated in Figure 1C, these three samples showed partially overlapping expression patterns, but each also expressed its own unique set of genes. 

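The 3 forms of regeneration shared many of their changing genes. Of 28889 genes tested in all 3, 16522 changed both after sucrose shock and in posterior half-cells, 78.4% of them in the same direction. Both kinds of half-cells shared 9103 changing genes, 92.9% in the same direction, and sucrose shock and anterior half-cells shared 8993, 72.0% in the same direction. Independent lists of the same sizes would share 15462, 7112 and 8557 genes. At the paper's spike-in threshold the shared genes were 1972, 587 and 284, where independent lists would share 739.6, 147.3 and 295.2. Because both kinds of half-cells were compared with the same untreated cells, 20 simulations of unchanged half-cells were run over 7974 genes. They called 0 or 1 gene in each kind of half-cell at an adjusted p under 0.05 from edgeR, so sharing could not be judged there. At an unadjusted p under 0.05 they gave 42.4 shared genes where 15.3 were expected, 95.6% of them in the same direction. That share is over few genes at a looser threshold, so it does not measure how much of the 92.9% the shared untreated cells give. With the untreated cells split between posterior and anterior half-cells, 5797 and 6084 genes were shared, where 4329 and 4637 were expected, 87.9% and 88.9% of them in the same direction. Across all 28889 genes the log2 changes of posterior and anterior half-cells at 120 min correlated with r = 0.443, and the simulations of unchanged half-cells gave 0.426. With the untreated cells split it was 0.315 and 0.290. The covariance of those changes was 0.615, against 0.0987 in the simulations, and 0.491 and 0.456 with the untreated cells split. As a test of the difference itself, 9058 of 49573 genes had a time course that differed between sucrose-shocked cells and posterior half-cells. These samples come from different sequencing runs, so run and treatment cannot be told apart. Genes counted almost only in the sucrose shock run were not left out. Between posterior and anterior half-cells the time courses of 4031 of 40083 genes differed. That count depends on the libraries included: it was 610 without replicate 2 and 6 without replicate 3. All 4 libraries that lie with the opposite half-cells are in replicates 1 and 2, so leaving out replicate 3 raises their share. With those 4 left out the count was 12432. The number of genes that differed at all between posterior and anterior half-cells, 12240, was 26 without replicate 3 and 21513 without those 4 libraries.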

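With all libraries as labelled, anterior half-cells had at each time shared by the 3 samples the fewest genes that differed from time 0, with 1466 at 60 min, 4766 at 120 min and 8361 at 240 min. Posterior half-cells had 5318 at 60 min, 13047 at 120 min and 8270 at 420 min. Sucrose-shocked cells had 40 at 30 min, all 40 of them higher, then 4855 at 60 min, 19275 at 180 min and 5951 at 420 min. Without the 4 libraries that lie with the opposite half-cells, the 240 min counts became 15950 in posterior and 6752 in anterior half-cells, the 60 min counts 8327 and 4133, and anterior half-cells had 8289 at 120 min and 6860 at 420 min, the last more than after sucrose shock. At 120 min 10355 genes were higher and 7531 lower after sucrose shock, 7609 higher and 5438 lower in posterior half-cells, and 2499 higher and 2267 lower in anterior half-cells. By limma on log2(TPM + 0.5), 43.9% of the genes changed at 120 min were higher in posterior and 29.5% in anterior half-cells, where edgeR gives 58.3% and 52.4%. Thinned to 10734211 counts per library, posterior half-cells had 22412 changing genes and anterior half-cells 11026. With the sucrose shock libraries reduced to the times and numbers of the half-cells, 25051 to 29082 genes changed over time. Over the genes tested in both, these designs had 17624 to 20358 changing genes and the posterior half-cells 19334 to 19592, or 20697 to 20984 without those 4 libraries.

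**Figure D2:**
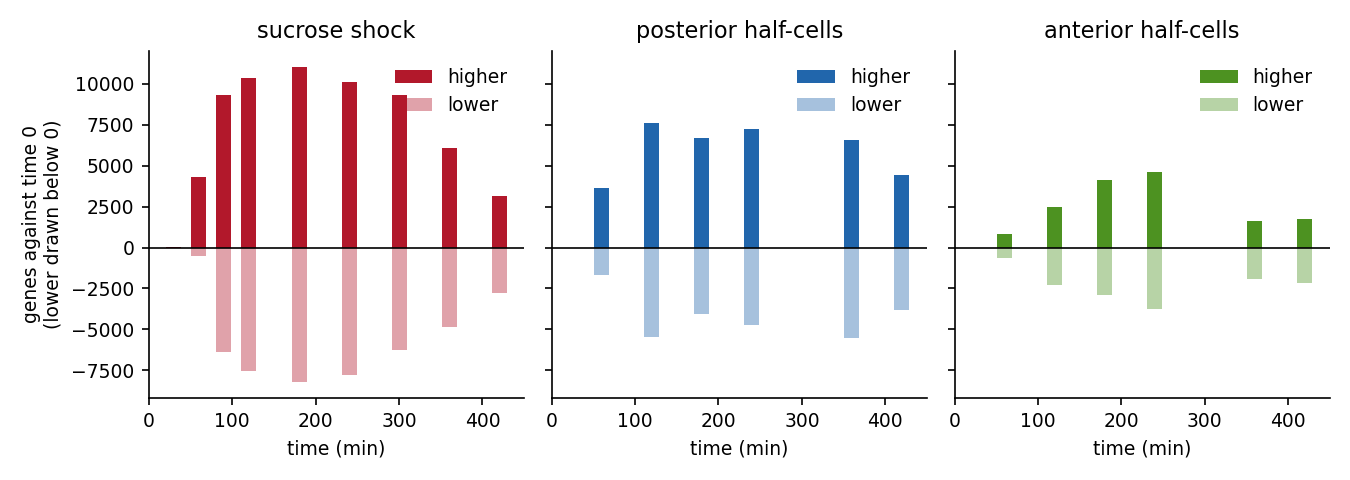
Number of genes higher (above 0) and lower (below 0) than time 0 at an adjusted p under 0.05 from edgeR (y axis) by time (x axis, min), in sucrose-shocked cells and in posterior and anterior half-cells. All libraries are included as labelled. Higher and lower genes together, anterior half-cells then have the fewest at every shared time, but not at 420 min without the 4 libraries that lie with the opposite half-cells; at 60 min alone they have more lower genes than sucrose-shocked cells.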

The anterior half-cells showed by far the smallest number of differentially expressed genes, while the sucrose-shocked cells showed the largest. 

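Counted once each, 26317 of the 28889 genes tested in all 3 samples changed in at least 1 of them at an adjusted p under 0.05 from edgeR, which is 91.1%. At the spike-in threshold 8429 genes did, which is 29.2%.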

In total we detected 4811 differentially expressed genes, which constitutes roughly 10% of the *Stentor* genome. 

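At the spike-in threshold 1812 genes changed after sucrose shock and in posterior half-cells and not in anterior half-cells. The other sets held 4448 genes for sucrose shock alone, 866 for posterior half-cells alone, 592 for anterior half-cells alone, 427 for both kinds of half-cells and not sucrose shock, and 160 for all 3. A further 124 genes changed after sucrose shock and in anterior half-cells and belong to no set of the paper. At an adjusted p under 0.05 from edgeR the OA-specific set held 8700 genes, the sets for sucrose shock alone and posterior half-cells alone 5490 and 1464, the set for both kinds of half-cells 1281 and the set for all 3 7822, while the set for anterior half-cells alone was smaller than at the spike-in threshold. The sets described below are those at the spike-in threshold. They were re-derived from these libraries, after the identifiers were seen to name no gene models, so their profiles in the same libraries are not independent evidence.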

Based on the Venn diagram in Figure 1C, we defined six sets of differentially expressed genes: genes expressed in both sucrose shock and regenerating posterior halves, which we take to indicate genes required for OA regeneration; sucrose shock-specific, which we interpret as reflecting aspects of OA regeneration in sucrose-shocked but not bisected cells, possibly including osmotic response to the sucrose shock itself; genes expressed only in regenerating posterior halves, which we interpret as relating to regeneration of anterior structures other than the OA; genes expressed only in regenerating anterior halves, which we interpret as being involved in regenerating the tail of the cell; genes expressed in both regenerating half-cells but not sucrose shock, which we term bisection-specific; and, finally, genes expressed in all three samples, which we take to indicate general regeneration genes. Each of these sets of genes were clustered using clara (Kaufman and Rousseeuw, 1990).

### Differentially expressed genes specific for OA regeneration

OA regeneration can be stimulated in a number of ways. If *Stentor* cells are treated with sucrose, the OA detaches via an autotomy process (Tartar, 1957). If *Stentor* cells are cut in half, the posterior half will regenerate a new OA. Analyzing genes expressed in either situation alone will reveal OA regeneration-specific genes but also genes that may be induced by the stresses of sucrose shocking or bisection, respectively. Thus, in order to obtain a list of highest confidence OA-specific genes, we compared sucrose-shocked cells and regenerating posterior half-cells in order to identify a set of genes that are differentially expressed in both samples and thus likely to be specific for OA regeneration. These genes fall into five clusters (Figure 2A). 

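In the OA-specific set 1690 genes rose and 122 fell. With each replicate left out in turn the set held 1538 to 2944 genes. Cluster 1 is the 20 genes whose highest level among the times after shock came at 30 min. By their profiles after sucrose shock alone, clara divided the rest into 4 clusters, of which clusters 2, 3 and 5 hold 642, 545 and 253 genes. Profiles in posterior half-cells followed those after sucrose shock: across the 5 shared times the mean correlation per gene was 0.933 ± 0.0675 (SD over genes) in cluster 2, 0.912 ± 0.125 in cluster 3, 0.720 ± 0.169 in cluster 4 and 0.90 ± 0.127 in cluster 5. In anterior half-cells it was 0.307 ± 0.479, 0.407 ± 0.377, 0.790 ± 0.199 and 0.565 ± 0.328. All of these correlations include the 4 libraries that lie with the opposite half-cells and are not given without them. Between posterior and anterior half-cells 1612 of the genes differed by edgeR, or 11 without replicate 3 and 1806 without the 4 libraries that lie with the opposite half-cells, while 878 passed an adjusted p under 0.05 over time in anterior half-cells. The mean log2 change of cluster 4 in anterior half-cells at 240 min was 2.91, and 1.94 without the library labelled replicate 1. Time courses of 632 of the 1812 genes differed between sucrose shock and posterior half-cells, which come from different sequencing runs.

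**Figure D3:**
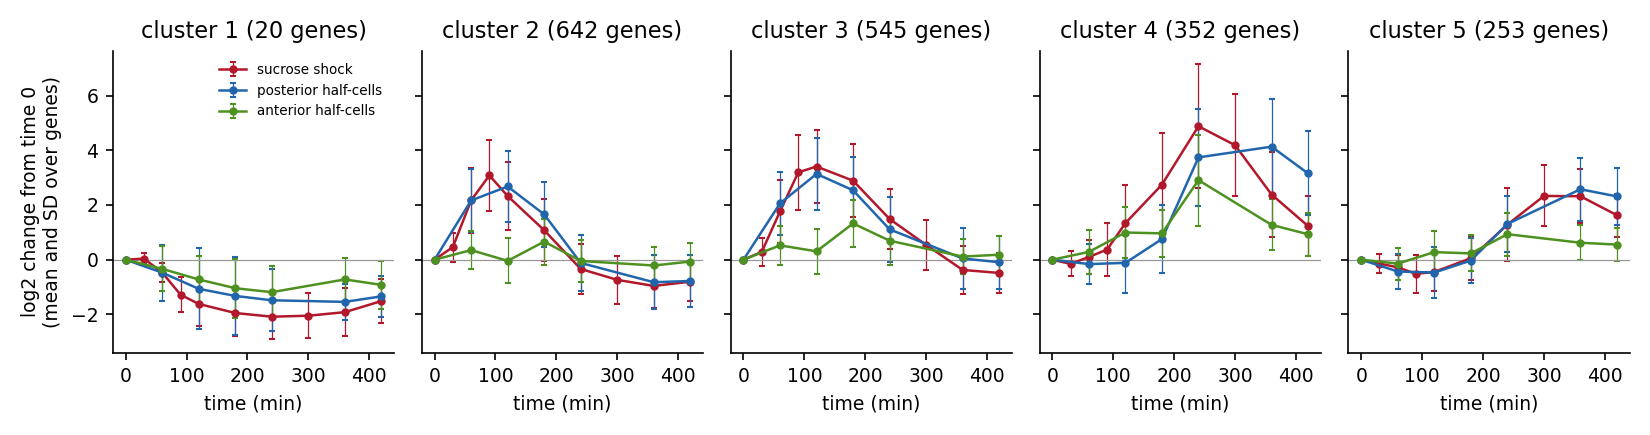
Mean log2 change from time 0 (y axis) by time (x axis, min) for the genes of each OA-specific cluster in sucrose-shocked cells and in posterior and anterior half-cells; bars are the SD over genes. Clusters 2 to 5 peak in turn after sucrose shock, and all libraries are included as labelled.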

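All 20 genes whose highest level after shock came at 30 min, and which passed the spike-in threshold after sucrose shock and in posterior half-cells and not in anterior half-cells, fell during regeneration. Their mean profile was lowest at 240 min, and the median over genes of the lowest log2 change at any time was -2.32.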

Cluster 1 consists of genes whose expression starts out high at t=0 (prior to removal of the OA) and decreases during the course of regeneration, possibly suggesting that these genes encode proteins whose function is dispensable for, or possibly even inhibitory of, the regeneration process. The other four clusters correspond to upregulated genes whose peak of expression takes place at successively later times during regeneration. 

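After sucrose shock the mean profile of cluster 2 was highest at 90 min, and 569 of its 642 genes rose. Cluster 3 was highest at 120 min (538 of 545 genes rose), cluster 4 at 240 min (all but 1) and cluster 5 at 360 min (232 of 253). The largest rise of a gene at any time had a median over genes of 3.05 on the log2 scale in cluster 2, 3.28 in cluster 3, 4.73 in cluster 4 and 2.48 in cluster 5. Each gene enters with its own highest time, and for genes with few counts before shock the size depends on the prior count. These times are of scaled profiles, and the unscaled mean log2 change of cluster 5 was highest at 300 min.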

The identity of OA-specific genes corresponding to gene models in the published *Stentor* genome (StentorDB) are listed in Supplementary file 1. Classes of genes present in the OA-specific module are categorized in Figure 2B,which includes genes encoding centriole-related proteins, kinases, and RNA-binding proteins.

**Figure 2.**
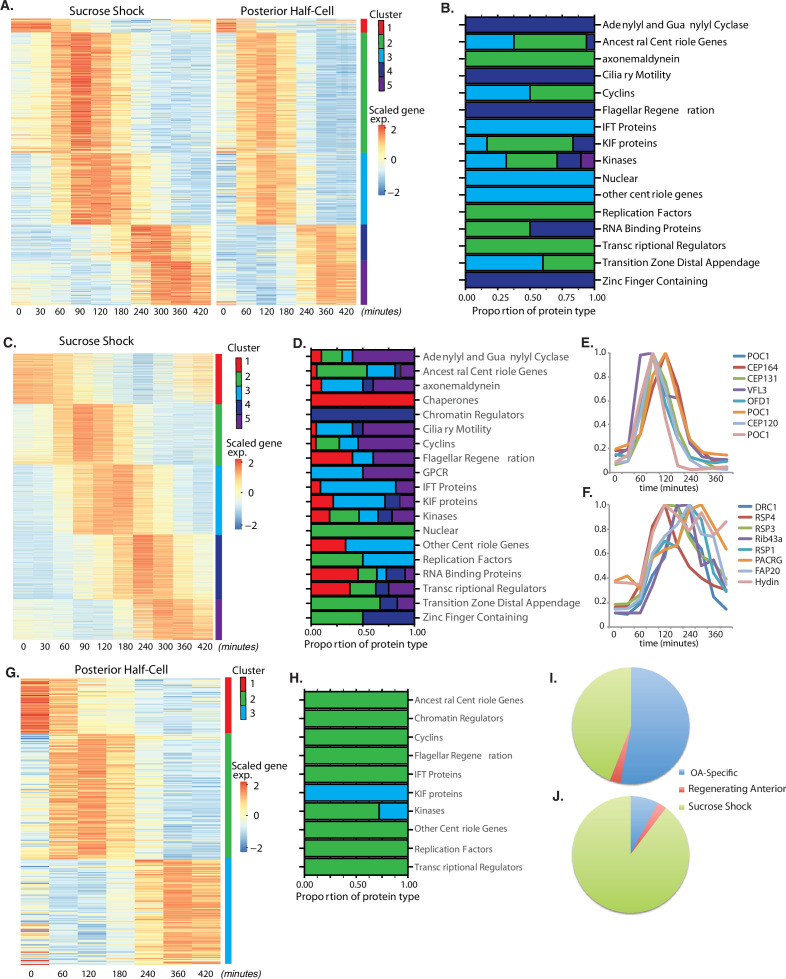
Oral apparatus (OA) regeneration program. (**A**) OA-specific gene expression profile determined using combined sucrose shock and bisection samples. Genes are clustered into five groups using ‘clara’ clustering (as indicated by the colored bar on the y axis). Time since sucrose shock or bisection (in minutes) is on the x-axis. Group 1 contains all genes whose expression decreases during regeneration compared to initial levels. The peak expression of each cluster of genes corresponds with major developmental features identified morphologically (as described in Figure 1A). Z-score is calculated per row and color coded with shades of red representing expression higher than the row average and blue lower than the row average. (**B**) Proportion of gene types in each cluster for a set of reference gene classes. (**C**) Expression heatmap of genes expressed in sucrose-shocked cells that are not included in the OA-specific set of panel A. (**D**) Proportion of gene types in each cluster for sucrose shock-specific genes. (**E**) Expression time course of a selected set of canonical centriole-related genes, showing their coordinate expression at a time in regeneration when numerous centriole/basal bodies are forming at the start of OA biogenesis. (**F**) Expression time course of a set of highly conserved genes expressing proteins known to be involved in ciliary structure and motility. Comparison with panel E illustrates that cilia-related gene expression occurs later than centriole-related gene expression. (**G**) Expression heatmap of gene expressed in regenerating posterior half-cells that are regenerating new anterior portions, showing genes specific to the regenerating posterior and not included in the OA-specific set of panel A. (**H**) Proportion of gene types in each cluster for regenerating posterior half-cells. (**I,J**) Pie charts showing fraction of all centriole (**I**) and cilia (**J**) genes showing upregulation in the two paradigms (sucrose shock and posterior halves), illustrating that most upregulated cilia-related genes are specific to sucrose shock.

Among the annotated genes in the OA-specific set (Supplementary file 1), many were found that are related to centriole biogenesis, in keeping with the fact that a large number of new basal bodies form during OA regeneration in order to act as basal bodies for the cilia of the MB of the OA. Table 1 lists the key centriole-related genes found to be upregulated in the OA-specific module. It is notable that most of these are expressed in clusters 2 and 3, consisting of genes whose expression peaks at 1.5–2 hr after sucrose shock, during the period of time at which the first evidence of an oral primordium becomes visible in scanning electron microscopy (Paulin and Bussey, 1971), and at which transmission electron microscopy reveals that thousands of new basal bodies are being formed de novo, creating a so-called ‘anarchic field’ (Bernard and Bohatier, 1981). These basal bodies will ultimately organize themselves into arrays and become the basal bodies that nucleate the ciliature of the OA. Among the upregulated genes are SAS6, SAS4, POC1,CETN3, CETN2, CEP76, CEP135, CEP120. SAS6 is notable as one of the earliest known factors involved in assembling the ninefold symmetric structure of the centriole (Leidel et al., 2005). Out of the 29 most conserved ancestral centriole genes, we find that 10 are expressed in either cluster 2 or 3. This expression of the core centriole gene set at the exact stage when basal bodies are forming thus provides a biological confirmation of our analysis. One centriole-related gene, LRC45, is expressed later than the others in cluster 4. Implications of this delayed expression of a centriole-related gene will be discussed below. A handful of genes involved in ciliary assembly are expressed in later clusters, including several IFT proteins, but almost no genes encoding components of the motile ciliary machinery were differentially expressed in any cluster.

**Table 1.** List of centriole/basal body genes in the oral apparatus (OA)-specific module (Figure 2A).

	Cluster of peak expression				
	1	2	3	4	5
SAS6		+			
STIL		+			
POC5		+			
POC11/CCD77		+			
POC18/WDR67/Tbc31		+			
VFL3		+			
GCP2		+			
GCP4		+			
Jouberin		+			
MKS1		+			
MKS6		+			
XRP2/TBCC		+			
RTTN		+			
CCD61		+			
Bld10/CEP135		+	+		
CEP350		+	+		
POC16		+	+		
Centrin 2		+	+		
CEP44			+		
POC12			+		
Centrin 3			+		
MKS3			+		
LRRC45				+	

### Sucrose shock-specific genes

In contrast to the OA-specific module, which was defined by looking for genes shared in common between the expression program during OA regeneration in bisected cells and sucrose-shocked cells, the sucrose shock-specific module groups genes differentially expressed only in sucrose-shocked cells. Figure 2C depicts genes showing differential expression in sucrose-shocked cells but not in regenerating posterior or anterior half-cells. These genes may be involved in stress response to the sucrose shock, or remodeling the remnant of the previous OA left behind after the shock. They may also represent redundant additional OA biogenesis factors that happen to be expressed during sucrose shock only.

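Of the 4448 genes past the spike-in threshold after sucrose shock and in neither kind of half-cell, 3617 rose and 831 fell. With each replicate left out in turn the set held 2947 to 8212 genes. At an adjusted p under 0.05 from edgeR 3813 of them also changed in posterior half-cells and 1850 in anterior half-cells. The time course itself differed between sucrose-shocked cells and posterior half-cells for 2189 of them by edgeR's test of the difference. That test also compares different sequencing runs.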

Similar to the OA-specific module (Figure 2A), we observe five clusters of gene expression among the sucrose shock-specific genes (Figure 2C). The timing of these clusters matches that seen in the OA-specific module. 

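Among the sucrose shock-specific genes, the cluster of falling genes held 447, all 447 of them lower, with the lowest mean at 240 min. The lowest log2 change of each gene had a median of -2.30. The rising clusters had their highest means at 90, 180, 240 and 360 min and hold 1143, 1242, 1074 and 542 genes. The largest rise of each gene had medians of 2.29, 2.92, 3.06 and 1.57. Of the first 3 of these, 908, 1241 and 1073 genes rose, and of the last all but 147.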

The identity of sucrose shock-specific genes corresponding to gene models in the published *Stentor* genome (StentorDB) are listed in Supplementary file 2. Genes upregulated during sucrose shock response included 12 of the 29 ancestral centriole genes. As with the OA-specific gene set, these genes were enriched in cluster 2 of the sucrose shock response, for example POC1, OFD1, CEP164, and CP131/AZI. In many cases, the sucrose shock module includes paralogs of these genes that were not expressed in the OA-specific module, consistent with the idea of redundancy between bisection and sucrose shock-induced OA formation. Cluster 3 contains genes relating to ciliary assembly such as the intraflagellar transport proteins. Within the sucrose-specific module, the expressed paralog of the key centriole biogenesis initiating protein SAS6 is not expressed highly until late in regeneration (cluster 5). The expression timing of a representative set of centriole-related genes is given in Figure 2E.

In stark contrast to the lack of cilia-related genes in the OA-specific gene set presented above, we found that clusters 3 and 4 of the sucrose shock-specific gene set contain a large number of genes that encode proteins components of motile cilia. Expression of genes encoding components of the inner and outer dynein arms, which power ciliary motility, are seen across clusters 2, 3, and 4. In addition to the dynein arms themselves, two other multi-protein complexes are required to coordinate dynein activity, radial spokes (Smith and Yang, 2004), and the dynein-regulatory complex (Viswanadha et al., 2017). Genes encoding the dynein regulatory complex are expressed exclusively during cluster 3 (DRC 1, 2, 3, 4, 5, 7, 9, 10, and 11). Expression of genes encoding radial spoke components begins in cluster 3 and is most apparent in cluster 4, where eight radial spoke proteins are expressed (RSP1, 3, 4, 7, 9, 10, 14, and 16). The radial spokes interact with the central pair microtubule complex, and several central pair-specific proteins are upregulated during clusters 2–4 (PF6, PF20, CPC1, Hydin). The axoneme of motile cilia contains structural proteins that are located at the junction between the A and B tubules. These junctional proteins are expressed in clusters 3 and 4 (Rib43a, Rib72, PACRG, FAP20/BUG22). We thus find that clusters 3 and 4, ranging in expression timing from 120 to 300 min, contain many genes involved in supporting ciliary motility. None of these genes is required for the assembly of cilia, but instead are involved in coordinating the activity of axonemal dyneins to generate motility (Zhu et al., 2017). In *Chlamydomonas*, radial spoke protein synthesis reaches its maximum rate 30–60 min after the flagella have begun assembling onto pre-existing basal bodies (Remillard and Witman, 1982). This timing roughly matches the delay of 1 hr seen in our data between the peak expression of genes involved in ciliary assembly (cluster 2) and genes encoding radial spokes during *Stentor* regeneration (cluster 4). The timing of group 4 also correlates with the time period during which the oral cilia transition from their initial random beating motility to their characteristic coordinated beating motility, forming metachronal waves (Paulin and Bussey, 1971; Wan et al., 2020). The expression timing of a representative set of genes encoding protein components of motile cilia is given in Figure 2F.

Overall, we observe that the peak expression of genes encoding centriole proteins occurs earlier than the peak expression of genes encoding motile cilia proteins (compare Figure 2E and F), which is consistent with the fact that ciliogenesis takes place later than basal body biogenesis in *Stentor*.

### Regeneration of non-oral anterior structures

In bisected cells, the posterior half-cell regenerates anterior structures, including the OA but also other structures such as the contractile vacuole and the cellular anus (cytopyge). The contractile vacuole can still regenerate in enucleated posterior half-cells (Stevens, 1903; Tartar, 1956), but this does not necessarily mean that contractile vacuole-related genes are not upregulated during normal regeneration. 

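In the posterior-specific set of 866 genes 571 rose and 295 fell. With each replicate left out in turn the set held 473 to 1702 genes. Between posterior and anterior half-cells 758 of them differed by edgeR, and the shape of the time course differed for 464. With replicate 3 left out, 3 of the genes differed between the half-cells, and fewer still in shape. The 4 libraries that lie with the opposite half-cells are in replicates 1 and 2, so their share is then higher. Against sucrose-shocked cells, which come from another sequencing run, the time course of 451 differed. At an adjusted p under 0.05 784 of the 866 also changed after sucrose shock and 473 in anterior half-cells. The number of clusters, 3, was taken from the paper. Leaving out the 4 libraries that lie with the opposite half-cells, 841 genes differed between posterior and anterior half-cells and the shape differed for 723.

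**Figure D4:**
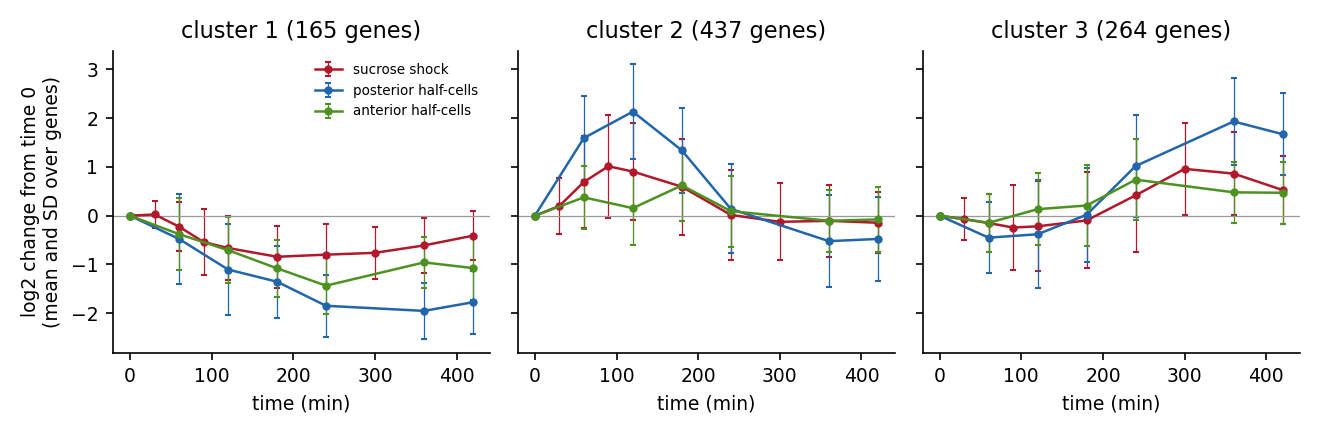
Mean log2 change from time 0 (y axis) by time (x axis, min) of the posterior-specific clusters in the 3 samples; bars are the SD over genes. Cluster 1 falls, cluster 2 peaks at 120 min and cluster 3 at 360 min in posterior half-cells.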

Our data show three clusters of gene expression specific for regeneration of anterior structures in posterior half-cells (Figure 2G and H). 

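Of 165 genes in the falling cluster of posterior half-cells 164 fell. Their mean was highest in untreated cells and lowest at 360 min, or, without the 4 libraries that lie with the opposite half-cells, at 240 min (-2.09). The lowest log2 change of each gene had a median of -2.10.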

Cluster 1 represents downregulated genes whose expression is highest at t=0, prior to bisection, and then decreases during regeneration. Cluster 2 spans the 60–180 min time points and therefore matches the expression of cluster 3 of the OA-specific program (Figure 2A). 

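Of the 437 genes in cluster 2 of the posterior-specific set all but 85 rose. The mean log2 change was 1.59 at 60 min, 2.14 at 120 min and 1.34 at 180 min, and 0.14 at 240 min. Without the 4 libraries that lie with the opposite half-cells it was 1.72 at 180 min and 0.21 at 240 min.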

In cluster 3, expression drops midway through regeneration (120 min) and then rises and peaks around 360 min (240–420 min). This expression thus resembles the timing of cluster 5 of the OA-specific gene set. 

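Cluster 3 of this set holds 264 genes, 218 of which rose. The mean log2 change was -0.45 at 60 min, -0.38 at 120 min, 0.02 at 180 min, 1.02 at 240 min, 1.93 at 360 min and 1.67 at 420 min. Without the 4 libraries that lie with the opposite half-cells it was -0.06 at 180 min and 1.30 at 240 min.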

Not only does the timing resemble cluster 5 of the OA-specific genes, the types of genes that are in this cluster are also similar, specifically EF hand, shippo-rpt proteins, and glutathione *S*-transferase. The identity of anterior regeneration-specific genes corresponding to gene models in the published Stentor genome (StentorDB) are listed in Supplementary file 3.

The same lack of cilia-specific gene expression that is seen in the shared OA regeneration (Figure 2A) is also seen in posterior halves regenerating anterior structures. If we consider all clearly annotated genes encoding centriole structural proteins or assembly factors (Figure 2I), including those discussed above, we see that the vast majority were observed in the sucrose shock experiment. The same trend is seen to an even greater extent for genes encoding protein components of motile cilia (Figure 2J), including the examples listed above.

### Posterior tail regeneration

In a bisected cell, the anterior half-cell regenerates a new posterior half, including the contractile tail and holdfast. We refer to the gene expression module seen in these cells as the ‘tail regeneration’ program (Figure 3A). 

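In anterior half-cells, which rebuild the tail and holdfast, 592 genes passed the spike-in threshold and did so in no other sample. Of these 239 rose and the rest fell. In the falling cluster all but 24 genes were lower, with the lowest mean at 240 min, and the lowest log2 change of each gene had a median of -1.84. The rising cluster holds 220 genes, 215 of them higher, with the highest mean at 420 min, and the largest rise of each gene had a median of 1.76. Between posterior and anterior half-cells 203 of the 592 genes differed by edgeR, or 305 without the 4 libraries that lie with the opposite half-cells and 4 without replicate 3, and 537 also passed an adjusted p under 0.05 in posterior half-cells. The set itself held 69 genes without replicate 3, 2269 without replicate 1 and 1065 without those 4 libraries.

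**Figure D5:**
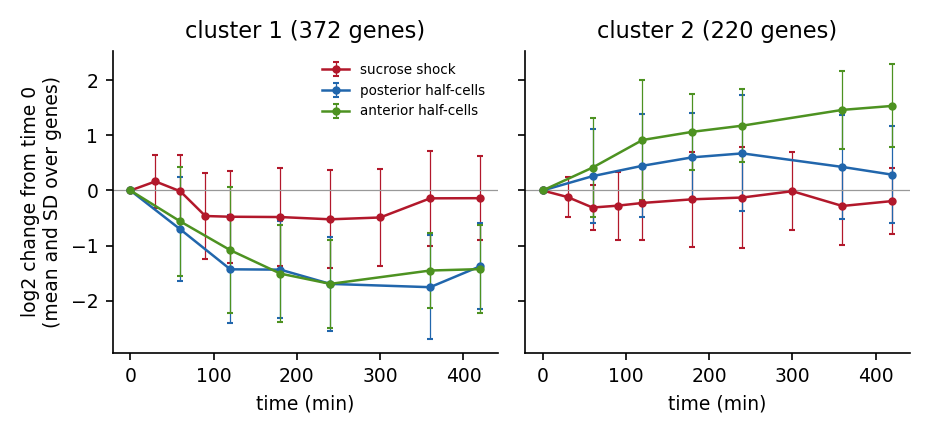
Mean log2 change from time 0 (y axis) by time (x axis, min) of the 2 tail-specific clusters in the 3 samples; bars are the SD over genes. In anterior half-cells cluster 1 falls to 240 min and cluster 2 rises to 420 min.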

Two clusters of expression were found during tail regeneration, a cluster of genes that are downregulated during tail regeneration, and a single cluster of genes that are upregulated during regeneration. The tail regeneration-specific transcriptional program is dramatically different from that seen in OA regeneration, in terms of both the number and type of genes that show differential expression. The number of genes upregulated during tail regeneration (13) is far smaller than the number upregulated during OA regeneration (564; Figure 2A clusters 2–5), consistent with the fact that the posterior holdfast can still regenerate in enucleated cells and therefore does not rely on transcription for its regeneration (Tartar, 1956). 

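At the spike-in threshold 239 tail-specific genes rose in anterior half-cells, and 1690 OA-specific genes rose after sucrose shock. Over all genes past that threshold 524 rose in anterior half-cells, against 8183 after sucrose shock and 2684 in posterior half-cells. The paper sets its small number of genes upregulated during tail regeneration beside the earlier finding that the holdfast can regenerate in enucleated cells.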

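The mean log2 change of the 220 rising tail genes in anterior half-cells was 0.42 at 60 min, 0.92 at 120 min, 1.07 at 180 min, 1.18 at 240 min, 1.46 at 360 min and 1.53 at 420 min. Without the 4 libraries that lie with the opposite half-cells it was 1.31 at 180 min and 1.41 at 240 min.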

Increased expression for many of the tail regeneration genes does not occur until at least 120 min, by which time it has been reported that the holdfast has already completely regenerated (Morgan, 1901a; Weisz, 1951), suggesting that the upregulation of these genes is taking place after assembly, perhaps to regenerate depleted pools of precursor protein.

**Figure 3.**
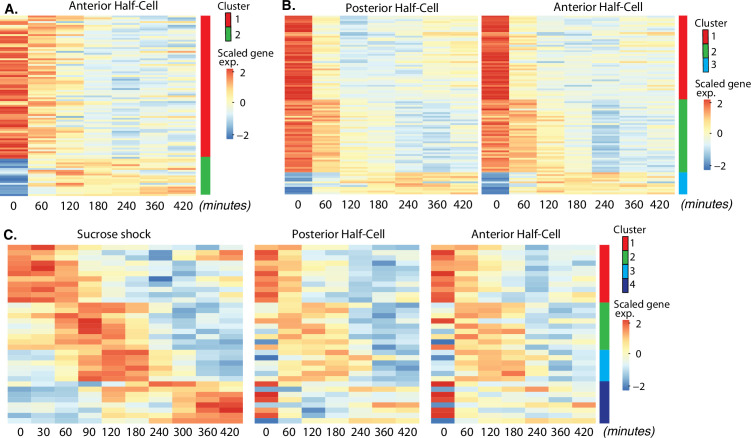
Expression modules distinct from oral apparatus (OA) regeneration. (**A**) Expression in anterior half-cells that are regenerating posterior tails including holdfast. (**B**) Genes showing correlated differential expression in both halves of bisected cells. (**C**) Genes showing differential expression in all three types of regenerating cell fragments, sucrose shocked, anterior half-cell, and posterior half-cell.

Unlike OA regeneration, tail regeneration does not involve expression of any known centriole or cilia-related genes. Instead, the expressed gene set is dominated by EF hand proteins, which constitute four of the nine upregulated genes for which annotation data exists. Studies of cellular structure in *Stentor* showed that the posterior half of the cell contains long contractile fibers composed of centrin-like EF hand proteins (Huang, 1973; Maloney et al., 2005), and studies of cell movement showed that the contractile behavior of the cell, which is driven by these EF hand protein fibers, occurs primarily in the posterior half of the cell (Newman, 1972). The identity of tail regeneration-specific genes corresponding to gene models in the published *Stentor* genome (StentorDB) are listed in Supplementary file 4.

### Bisection-specific genes

Sucrose shock removes the OA cleanly, without creating a wound. In contrast, surgical bisection disrupts the membrane with visible loss of cytoplasm. In order to investigate the molecular response to this wounding, we looked for genes that showed similar patterns of differential expression in both halves of bisected cells, but not in sucrose-shocked cells. This analysis revealed 98 differentially expressed genes which grouped into three clusters based on temporal pattern (Figure 3B). 

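In posterior and anterior half-cells alike 427 genes passed the spike-in threshold and did not after sucrose shock. The set held 1302 genes without replicate 1, 924 without replicate 2 and 161 without replicate 3. Of the 427 genes 57 rose in both kinds of half-cells, 4 went in opposite directions and the rest fell in both. Such agreement is not by itself evidence of a shared response, since both were compared with the same untreated cells. In simulations of unchanged half-cells 95.6% of the few shared genes at an unadjusted p under 0.05, a looser threshold, went in the same direction. With the untreated cells split between posterior and anterior half-cells, 87.9% and 88.9% of the genes shared at an adjusted p under 0.05 from edgeR did. Those are all shared genes, not these 427. Most also passed an adjusted p under 0.05 after sucrose shock. For 173 the time course differed by edgeR between sucrose-shocked cells and posterior half-cells, which come from different sequencing runs. Between posterior and anterior half-cells 159 of the genes differed by edgeR, and the time course of 42 differed in shape. Without the 4 libraries that lie with the opposite half-cells these counts were 247 and 102. Without replicate 3 no gene of the set differed in either way, but those 4 libraries, in replicates 1 and 2, then have a higher share. Clara was run for 3 clusters, as in the paper, and gave 173, 210 and 44 genes.

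**Figure D6:**
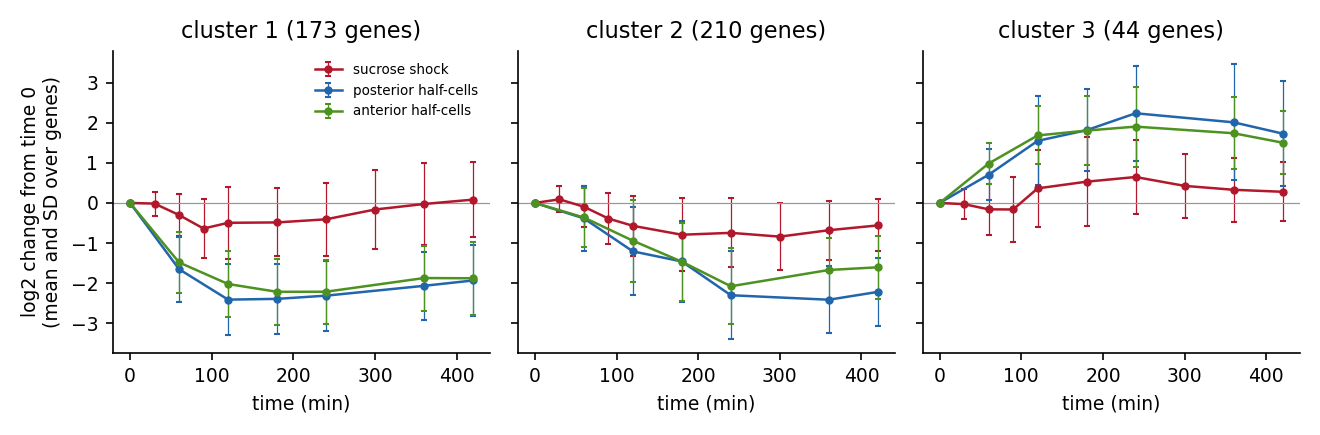
Mean log2 change from time 0 (y axis) by time (x axis, min) of the bisection-specific clusters in the 3 samples; bars are the SD over genes. The means fall in clusters 1 and 2 and rise in cluster 3 in both kinds of half-cells, which share their time 0 libraries.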

The identity of bisection-specific genes corresponding to gene models in the published *Stento*r genome (StentorDB) are listed in Supplementary file 5.

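Cluster 1 of the genes that responded to bisection holds 173 genes, and all 173 fell. In posterior half-cells the mean log2 change was already -1.65 at 60 min and was lowest at 120 min, or, without the 4 libraries that lie with the opposite half-cells, at 180 min (-2.49). The lowest log2 change of each gene had a median of -2.55.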

Cluster 1 consists of genes that are turned off rapidly during regeneration of bisected cells, and consists predominantly of metabolic enzymes and chaperones. Cluster 2 are genes that turn off more gradually during bisected regeneration, with expression levels reducing during the first hour of regeneration. This cluster includes a number of proteases. 

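Of the 210 genes of cluster 2, 196 fell. The mean log2 change in posterior half-cells was -0.38 at 60 min, -1.21 at 120 min and -2.30 at 240 min, and it was lowest at 360 min, or, without the 4 libraries that lie with the opposite half-cells, at 240 min (-2.50). The lowest change of each gene had a median of -2.52.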

We noted that cluster 2 of the bisection response (slow downregulation) contains a number of genes encoding protein classes similar to those seen in cluster 1 (rapid downregulation) of the OA-specific gene set. Specifically, both gene sets include orthologs of von Willebrand factor domain protein, serine carboxypeptidase, papain family cysteine protease, glycosyl hydrolase, and aldo/keto reductase. The genes are different in the two datasets but encoding similar proteins. This similarity suggests that similar genes are inactivated during regeneration in bisected and sucrose-shocked cells, but with slower kinetics of repression in the bisected cells.

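All 44 genes of the rising bisection cluster were higher in posterior half-cells than in untreated cells. Their mean log2 change in posterior half-cells was 0.70 at 60 min, 1.55 at 120 min, 1.82 at 180 min and 2.24 at 240 min, the highest. The largest rise of each gene in posterior half-cells had a median of 2.32. In anterior half-cells the mean log2 change was 1.68 at 120 min and 1.90 at 240 min. Without the 4 libraries that lie with the opposite half-cells it was highest there at 180 min (1.86), with 1.70 at 240 min.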

Cluster 3 contains genes whose expression increases during bisected regeneration, with the peak of expression generally in the range of 120–240 min. This cluster includes membrane transporters as well as carbonic anhydrase.

### Genes shared by all regeneration processes

Is regeneration a single process, or a collection of distinct processes that depend on which part is missing? By considering the overlap of expression patterns among all samples analyzed, we identified candidates for general regeneration genes expressed during all forms of regeneration (Figure 3C). The identity of the general regeneration genes corresponding to gene models in the published *Stentor* genome (StentorDB) are listed in Supplementary file 6. Far fewer genes were contained in this group than in any other regeneration module, suggesting that most regeneration genes are specific to distinct aspects of regeneration. 

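At the spike-in threshold 160 genes changed in all 3 samples, with all replicates the smallest of the 6 sets. Of these 89 rose in all 3 and 53 fell in all 3. Without replicate 3 the set held 98 genes, more than the tail-specific set, and without replicates 1 and 2 in turn it held 793 and 552. At an adjusted p under 0.05 from edgeR 7822 genes changed in all 3, a set smaller only than the OA-specific set at that threshold. With a stricter threshold, below the smallest adjusted p of any spike-in and chosen after seeing the data, 7 genes were left in all 3. The paper proposes from the small size of this set that most regeneration genes are specific to distinct aspects of regeneration.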

The small number of general genes could potentially play a role in building replacement cortical structures shared by all parts of the cell or in recognition by the cell that regeneration is taking place.

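Of the 160 genes past the spike-in threshold in all 3 samples 54 fell after sucrose shock, and 49 of these form cluster 1. The mean of cluster 1 was lowest at 240 min, and the lowest log2 change of each gene had a median of -2.20.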

Cluster 1 consists of genes whose expression is reduced in all forms of regeneration. This cluster consists mostly of genes encoding metabolic proteins, and suggests a general trend, also seen in other modules, for the cell to downregulate metabolic activity during regeneration. 

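The 55 genes of general cluster 2 had their highest mean at 120 min after sucrose shock, and 51 of them rose. Cluster 3 was highest at 240 min (35 genes, all 35 higher) and cluster 4 at 360 min (21 genes, 20 higher). The largest rise of each gene had medians of 2.67, 3.68 and 2.59. Of the 160 general genes 10 rose after sucrose shock and fell in both kinds of half-cells. The clusters rest on profiles after sucrose shock alone and could not separate these genes.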

Clusters 2 and 3 are genes upregulated in all forms of regeneration, while cluster 4 consists of genes that show differential expression in all three cases, but unlike clusters 2 and 3, cluster 4 genes are upregulated following sucrose shock but downregulated in both halves of bisected cells. The genes in these clusters do not fall into any discernable functional families.

### Regeneration in the absence of translation

A central question in regeneration is the nature of the stimulus that triggers the appropriate transcriptional response. As an initial step toward addressing that question, we ask whether the triggering signal, whatever it is, directly drives expression of all the genes upregulated during regeneration (Figure 4A) or whether, instead, the triggering signal may drive a subset of genes which then, in turn, drive subsequent rounds of gene expression, thus leading to a cascade-like mechanism (Figure 4B). In order to distinguish between these direct and cascade schemes, we repeated the RNAseq analysis of OA regeneration in sucrose-shocked cells treated with cycloheximide to block translation. This treatment would not be expected to affect pre-existing proteins that constitute the triggering stimulus pathway, but would prevent any of the direct targets of the triggering stimulus from being produced to trigger subsequent waves of expression.

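Sucrose-shocked cells in cycloheximide, which blocks translation, were sequenced at 60, 120, 180, 240 and 360 min with 3 replicates, 15 libraries in all, and cells in DMSO at the same times with 1 library each. The paper's text does not report on the DMSO libraries. No library of either treatment was taken before shock, and the 40 libraries of untreated sucrose-shocked cells come from another sequencing run. Estimated counts by kallisto 0.44.0 came to 21641839 to 40782536 per library in cycloheximide (median 33540490) and 31135742 to 39692639 in DMSO (median 37019520). After the same rounding, summing and scaling, edgeR compared cycloheximide with DMSO with time as a factor, so the DMSO libraries were assumed to vary like the rest. Of 46229 genes tested 6005 were higher and 6256 lower in cycloheximide at an adjusted p under 0.05. Over time 16181 of 37120 genes changed in cycloheximide, and 10664 without replicate 1. Of the 12261 genes that differed from DMSO 7398 passed an adjusted p under 0.01.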

**Figure 4.**
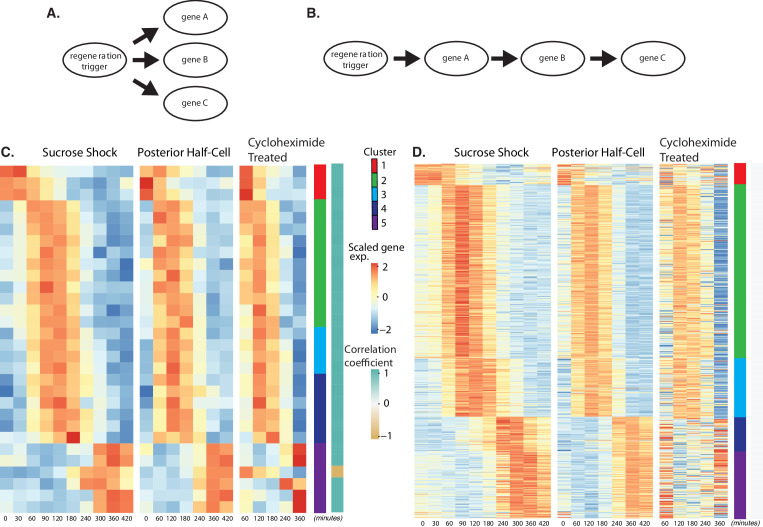
Regeneration in the absence of protein synthesis. (**A**) Direct model of coordination, in which the regeneration-triggering stimulus directly triggers each gene. (**B**) Cascade model, in which regeneration-triggering stimulus drives one gene, whose product then drives another gene, with potentially multiple steps being required to ultimately trigger all genes in the cascade. (**C**) Heatmap showing OA-specific genes whose expression pattern in cycloheximide cells is highly correlated with the expression pattern in untreated cells. (**D**) Heatmap showing OA-specific genes whose expression pattern in cycloheximide cells is uncorrelated with the expression pattern in untreated cells.

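Of the 1812 OA-specific genes 341 kept a correlation of at least 0.9 between their profiles with and without cycloheximide at the 5 shared times, which is 18.8%. They are 1 gene of cluster 1, 106 of cluster 2, 199 of cluster 3, 10 of cluster 4 and 25 of cluster 5. The paper's text names no cutoff. A cutoff of 0.8 gave 636 genes and a cutoff of 0.95 gave 164, which is 9.05%. In DMSO, from the same sequencing run as the cycloheximide libraries, 226 genes reached 0.9, which is 12.5%. DMSO has 1 library per time and the cycloheximide profiles are means of 3 replicates, so the counts are not like for like. Each correlation is across 5 times of 1 gene, and genes are not independent replicates.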

Out of the 431 genes that show differential expression in the OA-specific regeneration module (Figure 2A), we found that 21 genes, constituting only 5% of the total gene set, were completely unaffected by cycloheximide treatment as judged by a high correlation coefficient in expression profiles with and without cycloheximide (Figure 4C). The remaining 411 genes (95% of the total) had their expression affected to varying degrees as judged by a reduction in the correlation with their untreated expression pattern (Figure 4D). The average correlation coefficient between cycloheximide-treated and -untreated genes, for clusters 1–5, were 0.72, 1.54, 2.31,–0.22, and 0.81, respectively. 

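The mean correlation per gene between cycloheximide and untreated sucrose-shocked cells was 0.264 ± 0.579 (SD over genes) in cluster 1, 0.596 ± 0.343 in cluster 2, 0.738 ± 0.306 in cluster 3, 0.0185 ± 0.543 in cluster 4 and 0.184 ± 0.623 in cluster 5. Between DMSO and untreated cells, with no block of translation, it was 0.485, 0.691, 0.625, 0.288 and 0.656. In cluster 3 the mean was higher in cycloheximide than in DMSO. The cycloheximide profiles average 3 libraries per time and the DMSO profiles hold 1, so these means are not like for like. In cluster 4 the mean was low in both, but the profiles differed. From 60 min cluster 4 changed in DMSO by 1.44 at 240 min and 5.01 at 360 min. In untreated sucrose-shocked cells it changed by 4.76 and 2.25, and in cycloheximide by -0.15 and 0.05. Computed from each replicate of cycloheximide alone, the mean correlations of clusters 1 to 5 varied by 0.155, 0.0488, 0.0471, 0.0403 and 0.0219 (SD, n = 3).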

Based on these average correlation coefficients, the largest effects, corresponding to the lowest correlations, were seen in cluster 1, consisting of genes that normally are repressed during regeneration, and in clusters 4 and 5, consisting of genes that normally are upregulated late in regeneration. 

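From 60 to 360 min the genes of cluster 1 changed by a mean log2 of -1.47 ± 0.32 (SD, n = 4 replicates) in untreated sucrose-shocked cells and by -0.34 ± 0.21 (SD, n = 3) in cycloheximide. In DMSO, without replicates, the change was -0.73. Under cycloheximide 17 of the 20 genes changed over time by edgeR. Against DMSO 5 were higher, 4 lower and 11 did not pass, with a median log2 difference of -0.07.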

In the case of cluster 1, there was a general loss of repression when translation was blocked. 

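In cycloheximide cluster 4 did not rise beyond the spread between replicates, and cluster 5 rose by far less than in the other samples. Cluster 4 had a mean log2 change from 60 to 360 min of 0.05 ± 0.12 (SD, n = 3) in cycloheximide, 2.25 ± 0.75 (SD, n = 4) in untreated sucrose-shocked cells, 4.31 ± 0.49 (SD, n = 3) in posterior half-cells and 5.01 in DMSO. Cluster 5 had 0.18 ± 0.06, 2.57 ± 0.29, 3.03 ± 0.13 and 2.75. At 360 min 98.9% of the genes of cluster 4 and 95.7% of those of cluster 5 were below DMSO, by means of -4.76 and -2.45. At earlier times cluster 4 was above DMSO by means of 0.20, 0.55 and 0.62 at 60, 120 and 180 min and below by -1.38 at 240 min, and cluster 5 was above by 0.12, 0.12, 0.33 and 0.07 at 60 to 240 min. Over all times 168 genes of cluster 4 were lower in cycloheximide and 2 higher by edgeR, and 80 of cluster 5 were lower and 4 higher. As sets both were lower than other genes by camera (p adjusted over the 5 clusters = 1.13e-11 and 1.64e-07), with adjusted p = 0.590 for each with an estimated correlation. Cluster 3 was also lower by camera (232 genes lower, 39 higher, adjusted p = 1.13e-11), with adjusted p = 0.425 with an estimated correlation. Cluster 2 was not lower (71 genes lower, 128 higher, adjusted p = 0.0638 by camera). By time, cluster 3 was below DMSO by means of -0.14, -0.08, -0.25 and -0.87 at 60, 120, 180 and 240 min and above by 0.17 at 360 min.

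**Figure D7:**
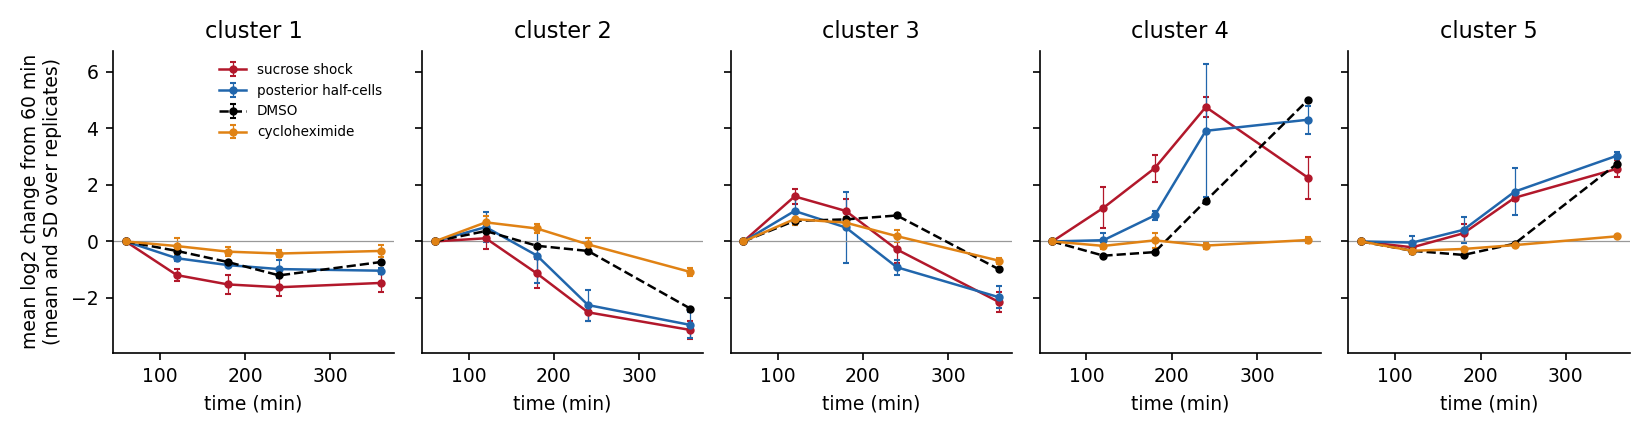
Mean log2 change from 60 min (y axis) by time (x axis, min) of the OA-specific clusters in untreated sucrose-shocked cells (4 replicates), posterior half-cells (3), cycloheximide (3) and DMSO (1 library per time); bars are the SD over replicates. Clusters 4 and 5 change by 0.05 and 0.18 to 360 min in cycloheximide and rise in the other samples.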

In the case of clusters 4 and 5, there was an overall reduction in upregulation when translation was blocked.

The results suggest a hypothetical cascade model in which one set of genes are directly triggered by a pathway that relies entirely on existing proteins, and then one or more of these gene products trigger the rest of the program, possibly by acting as transcription factors. Given the position of these genes at the start a regulatory cascade (Figure 4B), we would expect that these genes might be expressed early in the overall program, since they would not be able to cause changes in expression that take place before they, themselves, are expressed. Consistent with this view, the majority of the genes unaffected by cycloheximide treatment are contained in cluster 2, the earliest expressing cluster, while the loss of expression in cycloheximide-treated cells is most dramatic in clusters 4 and 5, the latest-expressing clusters.

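Over time in cycloheximide 582 of 641 cluster 2 genes tested changed (90.8%) and 475 of 539 cluster 3 genes (88.1%), where 43.6% of all genes tested did. Of the clusters with a late peak 96 of 218 cluster 4 genes tested changed and 94 of 229 cluster 5 genes. The low-count filter, which a lost rise can itself trigger, kept 1647 of the 1812 OA-specific genes and left out more of cluster 4 than of any other cluster, so these shares do not stand for the whole clusters. The paper expects genes at the start of its hypothetical cascade to be expressed early, and places most unaffected genes in its cluster 2.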

It has previously been shown that treatment of regenerating *Stentor* cells with cycloheximide leads to arrest of regeneration if treated within the first 4–5 hr, whereas when cycloheximide is added at later times it causes a delay in the final stages but does not fully prevent regeneration (Burchill, 1968; Younger et al., 1972). We note that the time range in which cycloheximide treatment switches from causing arrest to causing a delay is approximately the time at which we see cluster 4 showing its increased gene expression.

### Transcriptional regulators expressed during regeneration

The cascade-like organization of regeneration described in Figure 4 suggests that transcription factors expressed early in the regeneration program (cluster 2) might trigger genes at subsequent stages of the process. A search for transcription factors in the OA-specific cluster 2, which consists of the earliest genes to be upregulated during OA regeneration, revealed the transcription factor E2F, as well as its dimerization partner E2FDP1, and several alleles of Rb, a regulator of the E2F-DP1 interaction. The Rb-E2F-DP1 module plays important roles in regulating cell cycle-dependent processes in many species (Bertoli et al., 2013; Nair et al., 2009), including *Tetrahymena* and *Chlamydomonas* (Zhang et al., 2018. Cross, 2020). Because we found all three members of the Rb-E2F-DP1 module in cluster 2 of the OA-specific program, E2F is a promising candidate for a regulatory factor controlling later events in the program.

The temporal pattern of E2F expression is shown in Figure 5A, which indicates that E2F is expressed both in sucrose shock responding cells and posterior halves that are regenerating anterior halves, but not in anterior half-cells that are regenerating posterior tails. Importantly, E2F is upregulated in OA-regenerating cells even if they are treated with cycloheximide, consistent with a possible role as an early gene that may serve as a regulator of later expression waves. To explore this possibility, we identified putative E2F targets based on promoter motif analysis (Rabinovich et al., 2008), and asked whether these predicted targets exhibited specific expression patterns during regeneration. As shown in Figure 5B, there is indeed a tight pattern of E2F targets expressed during a 1 hr window that corresponds roughly to the time in regeneration at which centriole-related genes are expressed (Figure 2E). This pattern closely matches the pattern of expression of the E2F ortholog, designated E2F-1. The identities of predicted E2F targets among the OA-specific genes are annotated in Supplementary file 1. Based on the data annotated in this table, there are 13 predicted E2F targets, of which only one, SteCoe_2152, showed normal expression when cells were treated with cycloheximide. The other 12/13 of these targets show reduced expression compared to untreated cells. The majority (10/13) of the E2F targets are in cluster 2, two are in cluster 3, and one is in cluster 5. None of the predicted E2F targets are found in cluster 1 consisting of genes that are repressed during regeneration, suggesting that E2F likely plays an activating function in this process. The predicted E2F targets do not fall into any single characteristic functional families. However, consistent with the role of E2F in regulating cyclin transcription in other organisms, the target list in *Stentor* does include cyclin and cyclin-associated protein A. In contrast to the identification of multiple predicted E2F target genes among the genes upregulated during regeneration after either sucrose shock or in posterior half-cells that are regenerating anterior structures, predicted E2F targets were not observed among genes upregulated during tail regeneration in anterior half-cells.

**Figure 5.**
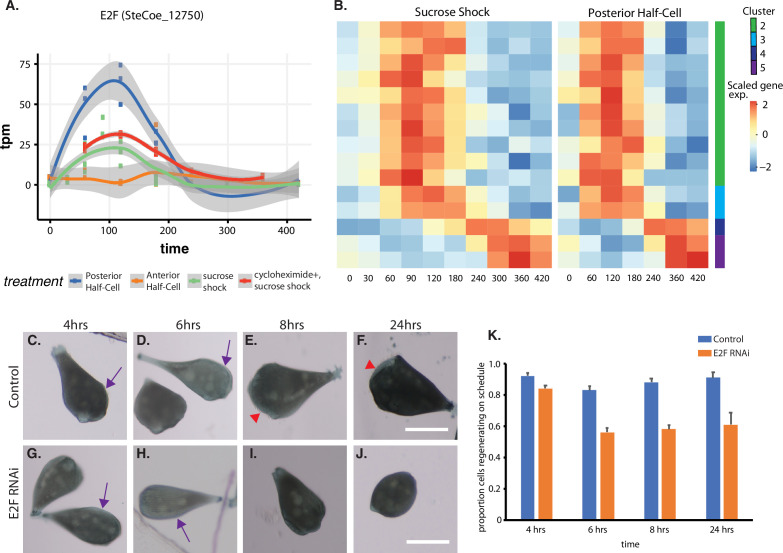
Expression of E2F and its targets during oral apparatus (OA) regeneration. (**A**) E2F is an early-expressed gene. Plot shows expression of E2F homolog SteCoe_12750 as a function of time including in cycloheximide-treated cells. OA (blue curve) indicates expression in sucrose-shocked cells. The purple curve shows that E2F is still upregulated in cells in which protein synthesis is inhibited. (**B**) Expression heatmap of predicted E2F targets in the OA-specific expression module. Clusters refer to clusters in the original clustering of OA-specific genes (Figure 2A). Cluster 1 is not included in the plot because there were no predicted E2F targets among the cluster 1 genes. (**C–F**) Examples of control cells at 4, 6, 8, and 24 hr after regeneration. Purple arrows mark the location of oral primordium. Red arrow head marks the location of a fully formed OA. (**G–J**) Examples of E2F RNAi cells at 4, 6, 8, and 24 hr, illustrating the proper formation of the oral primordium by 4 hr, but lack of visible primordium or OA at later stages. All scale bars 200 μm. (**K**) Fraction of cells regenerating properly at each time point. For the 4, 6, and 8 hr time points, on-schedule regeneration is defined as cells having a visible oral primordium (4 hr), a full length primordium extended along the side of the cell (6 hr), and an oral apparatus located at the anterior end of the cell whose diameter is at least 50% of the diameter of the cell (8 and 24 hr). Total number of cells analyzed from five separate biological experiments was n=206 for control and 310 for RNAi. Error bars represent standard error for the proportions expected based on a Bernoulli distribution. For all four time points, the proportion of RNAi cells regenerating on schedule (defined according to a set of milestone events as described in Materials and methods) was significantly less than for controls, with p values of (p=0.007, p<0.0001, p<0.0001, and p=0.0005) respectively based on Fisher’s exact test.

**Figure 5—figure supplement 1.**
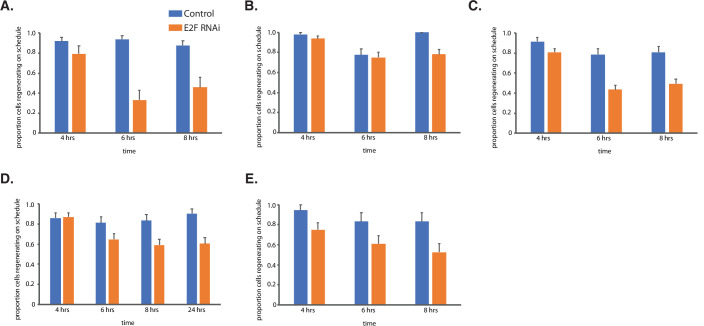
Additional information for Figure 5. Outcomes of regeneration assays for E2F RNAi experiments shown for five separate experiments done on different days with different batches of cells prepared separately. Numbers of cells analyzed in each experiment are as follows. (**A**) Control n=49 RNAi n=24. (**B**) Control n=49 RNAi n=64. (**C**) Control n=47 RNAi n=115. (**D**) Control n=43 RNAi n=71. (**E**) Control n=18 RNAi n=36. Data from these experiments were combined to produce the overall histogram in Figure 5K. Error bars represent standard error.

We tested whether E2F was functionally important for OA regeneration using RNAi directed against the upregulated E2F ortholog SteCoe_12750 (Figure 5C–K). In E2F RNAi-treated cells, the oral primordium formed normally after sucrose shock (compare Figure 5C versus Figure 5G), but failed to progress or be maintained, such that by 8 hr, a large fraction of cells were missing either an oral primordium or fully developed OA (Figure 5E versus Figure 5I). Even after 24 hr, many RNAi cells lacked any sign of OA or primordium. Taken together, our results indicate that oral regeneration proceeds normally for the first 4 hr, but then fails to proceed in later time points (Figure 5K). The loss of oral primordia at later stages is reminiscent of the loss of oral primordia in regenerating cells from which the nucleus is removed (Tartar, 1961).

### A Pumilio ortholog and its targets expressed during regeneration

An important question is to what extent do patterning mechanisms in *Stentor* involve similar molecules or pathways compared to developmental mechanisms in animals, particularly developmental mechanisms that may occur at the one-cell stage. One of the most highly conserved developmental regulators in early animal development is the RNA-binding protein Pumilio, which mediates mRNA localization and translation control during pattern formation in animal embryos such as *Drosophila* (Wreden et al., 1997; Gamberi et al., 2002; Sonoda and Wharton, 1999). Our differential expression analysis identified five Pumilio orthologs showing differential gene expression during regeneration, one specific to OA regeneration (cluster 2; SteCoe_27339; Figure 6A), one specific to tail regeneration (cluster 2; SteCoe_37495; Figure 6B), and three specific to the sucrose shock response (cluster 1; SteCoe_9692; cluster 2 SteCoe_16166; cluster 5; SteCoe_22534). The tail-specific Pumilio SteCoe_37495 also shows differential expression during OA regeneration, but with different timing (Figure 6B). These putative Pumilio orthologs all contain PUF domains based on Pfam analysis, and phylogenetic analysis groups them together with bona fide Pumilio orthologs in animals (Figure 6C). No Pumilio orthologs were identified as having differential expression in the anterior regeneration, bisection-specific, or general regeneration datasets.

**Figure 6.**
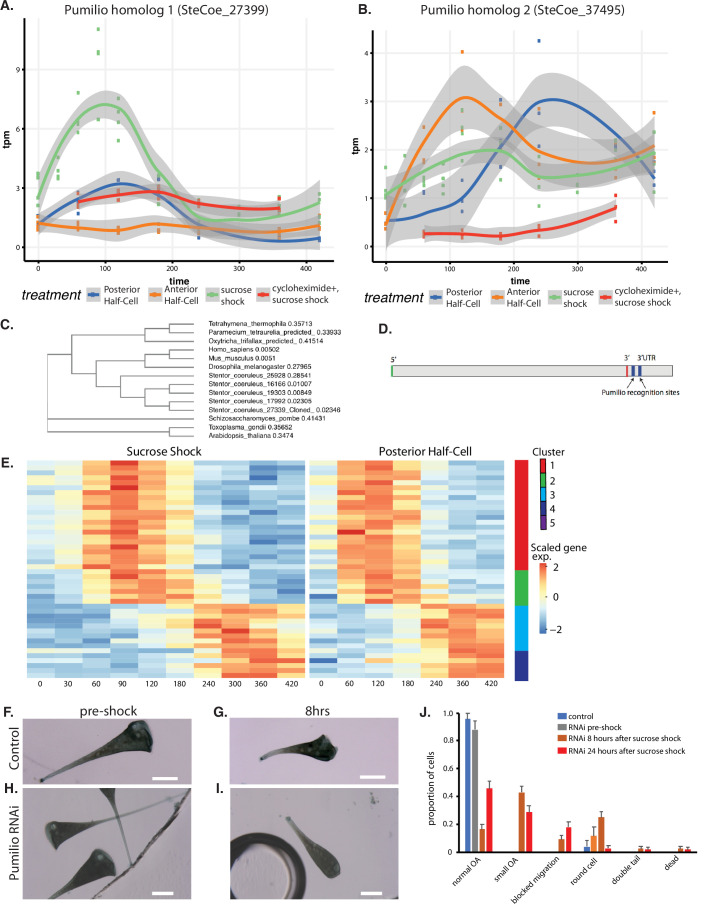
Pumilio is an early-expressed gene in oral apparatus (OA) regeneration. (**A**) Expression versus time plot of Pumilio ortholog SteCoe_27339 upregulated in both cases of OA regeneration: sucrose shock (blue curve) and regeneration of the anterior half of a posterior half-cell (red curve). Expression is still seen in cycloheximide-treated cells, indicating that this Pumilio ortholog is an ‘early’ gene in the cascade. SteCoe_27339 is not expressed in anterior half-cells which are not regenerating an OA. (**B**) Expression versus time of Pumilio ortholog SteCoe_37495 which is upregulated in all three regeneration cases, but with different timing as indicated by the blue, green, and red curves. Unlike SteCoe_27339, this Pumilio ortholog is not expressed in cells treated with cycloheximide, indicating it is a ‘late’ gene whose expression depends on earlier gene products of the cascade. (**C**) Phylogenetic tree of stentor Pumilio orthologs. (**D**) Example of predicted Pumilio recognition sequences in a target gene (SteCoe_10652) encoding a CAMK family kinase showing OA-specific expression. (**E**) Expression heatmap of predicted Pumilio targets in the OA-specific module. (**F–J**) RNAi analysis of Pumilio function during regeneration of OA following sucrose shock in Stentor. (**F**) Pre-shock control cells. (**G**) Control cells 8 hr after sucrose shock. (**H**) Pre-shock Pumilio RNAi cells showing normal cell shape and OA size. (**I**) Pumilio RNAi cell imaged 8 hr after sucrose shock, illustrating abnormally small OA. Scale bars 200 μm. (**J**) Distribution of phenotypes in RNAi of Pumilio (from three separate biological experiments, n=107). Error bars represent standard error. For images illustrating these phenotypic categories, see Figure 6—figure supplement 1 panels A–D.

**Figure 6—figure supplement 1.**
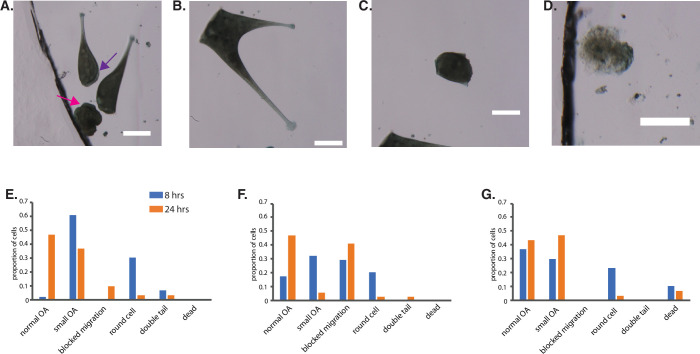
Additional information for Figure 6. Additional examples of abnormal morphology in Pumilio RNAi cells regenerating after sucrose shock. All scale bars 200 μm. (**A**) Example showing a rounded cell that has lost the normal elongated cell shape (pink arrow), a cell blocked in regeneration that has a membranellar band along the side of the cell rather than in its normal fully anterior position (purple arrow), and a cell that has regenerated normally (no arrow). (**B**) Example of a Pumilio RNAi cell that formed two tails. (**C**) Example of rounded cell lacking normal cell shape. (**D**) Example of a cell classified as dead based on texture and color together with lack of motility. (**E–G**) Histograms of phenotypes observed at 8 and 24 hr after regeneration in Pumilio RNAi cells in three separate experiments that were combined to make the aggregate histogram in Figure 6J.

We hypothesized that these Pumilio orthologs may play a role in regulating the localization or translation of other regeneration-specific messages. If this were true, then we would expect the gene expression program of regeneration to include genes whose messages contain Pumilio-binding sites. Analysis of Pumilio recognition motifs (Ray et al., 2013; see Materials and methods) among the set of differentially expressed genes showed that indeed there were differentially expressed genes that contained predicted Pumilio recognition sites, and that these were located in the 3’ UTR region (Figure 6D). Among the OA regeneration specific genes, 34 genes were found to be putative Pumilio targets (see Supplementary file 1), and these distinctly cluster into two groups with peaks of expression at 120 and 300 min respectively after the start of regeneration (Figure 6E). The timing of these peaks coincides with the peak expression of Pumilio orthologs. For example, the OA-specific Pumilio SteCo_27339 shows peak expression at 120 min, while SteCoe_37495 peaks at 120 min during tail regeneration but 300 min during OA regeneration. Notably, out of the 34 Pumilio target genes showing differential expression, none of them were contained in cluster 1 of the OA regeneration gene set, the cluster that contains genes whose expression decreases during regeneration. Thus, 100%of the Pumilio targets showed increased rather than decreased expression during OA regeneration. All of the predicted Pumilio targets showed reduced induction in cycloheximide-treated cells. There was no overlap between the set of predicted Pumilio targets and the set of predicted E2F targets.

Sixteen of the 34 predicted targets showed recognizable homology, and out of these, six were either kinases or phosphatases, which we speculate may potentially suggest a role for Pumilio in regulating mRNA encoding proteins of signaling pathways that regulate later steps of morphogenesis. Another four targets corresponded to basal body-associated proteins.

We tested the functional role of the OA-induced Pumilio gene SteCoe_27339 using RNAi (Figure 6F–J). We observed that RNAi of this Pumilio ortholog had no effect on cell morphology in pre-shocked cells (Figure 6H) but caused a number of morphological abnormalities when cells regenerated after sucrose shock. The most common defect seen was that cells regenerated an abnormally small OA that was significantly smaller than the diameter of the cell (Figure 6I). Another defect seen in some cells was a failure to build an OA at all, such that some cells had a primordium located on the side of the cell that failed to migrate to the anterior end (Figure 6—figure supplement 1A). Other, less frequent phenotypes were the presence of two posterior tails (Figure 6—figure supplement 1B), cells having an abnormal rounded appearance rather than the usual elongate Stentor cell shape (Figure 6—figure supplement 1C), and dead cells showing a rupture of the cell and spilling of cytoplasm (Figure 6—figure supplement 1D). The frequency of these phenotypes and other less frequent morphological defects are tabulated in Figure 6J which plots the aggregate result of three separate experiments done on different days for a total of 105 cells. The result of the individual experiments is given in Figure 6—figure supplement 1 panels E–G**,** which shows that the same set of phenotypes were seen across multiple experiments.

## Discussion

### Modularity in the regeneration program

A classical question in regenerative biology is whether regeneration represents a single process that restores proper morphology following the loss of any part, or instead a collection of distinct, part-specific processes. Our comparative transcriptomic approach in *Stentor* clearly supports the latter view, in that we found regeneration genes could be decomposed into modules specific for different aspects of regeneration. Each module contains temporally distinct waves of expression. Most of the gene expression modules can be interpreted as representing genes encoding proteins required in large quantities for regenerating various cellular structures such as the OA or the posterior holdfast. However, it is important to recognize that some of the upregulated genes may be involved not in rebuilding lost structures, but in helping the cell to recover from the stress of the perturbation that was used to drive regeneration in the first place. In the case of the bisection-specific module, we interpret these genes as involved in recovery from the surgical wounding (see below). In the case of the sucrose shock response, we expect that some of the genes upregulated during this response but not during bisection may be specific for osmotic stress incurred during sucrose treatment.

Given that the different regeneration paradigms (OA regeneration, anterior regeneration, and posterior regeneration) involve the rebuilding of different structures, and are induced by different stimuli (cutting or sucrose), the function of the general regeneration module genes (Figure 3C) is not clear. Since all regeneration events studied here involve rebuilding cortical patterns, we may expect that some of the general regeneration genes have to do with cortical organization. Consistent with this idea, one of the genes upregulated during general regeneration is NPHP4, a ciliary disease gene whose product is involved in linking cilia with cell polarity pathways (Yasunaga et al., 2015). The fact that the general regeneration module contains the fewest genes out of all the modules identified suggests that regeneration does not represent a single ‘master’ program of expression, but rather a composite of distinct expression modules or subroutines specific for regenerating individual parts of the cell. Somehow, the cell must recognize which part is missing and trigger the appropriate module to restore that part.

### Cascade versus production schedule

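Each sample had genes whose largest change came early and others whose came late. After sucrose shock 587 genes had their largest rise at 60 min, 3801 at 90 min, 2835 at 120 min, 3763 at 240 min, 1648 at 360 min and 953 at 420 min. In posterior half-cells 927 had it at 60 min, 4712 at 120 min, 1332 at 180 min and 3384 at 360 min. In anterior half-cells 555 had it at 60 min, 1334 at 120 min, 2193 at 240 min and 681 at 360 min. These are genes with an adjusted p under 0.05 from edgeR, and the half-cell counts at 180 and 240 min include the 4 libraries that lie with the opposite half-cells.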

All regeneration modules showed distinct temporal waves of expression. Several features of the timing of these waves match our a priori expectations about the gene expression program of OA regeneration. First, the duration of each gene expression group is roughly 1–2 hr (Figure 2A and C), corresponding to the length of time that regeneration is known to proceed following surgical removal of the nucleus (Tartar, 1961). 

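Times above a midpoint were read off the mean log2 profiles after sucrose shock, with straight lines between times. The midpoint lies between time 0 and the peak on the log2 scale, a lower level than the midpoint of unlogged expression. The OA-specific clusters stayed above it from 50 to 157 min in cluster 2 (107 min) and 59 to 230 min in cluster 3 (171 min). In cluster 4 they did for 190 min, from 168 min on. Cluster 5 rose above its midpoint at 235 min and was still above it at the last time, 420 min. The sucrose shock-specific clusters stayed above theirs for 127 min, 216 min and 191 min, and the last from 255 min to the end. Sampling every 30 to 60 min limits these times, and a higher midpoint would give shorter ones. The paper names no measure for its durations.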

The persistence of regeneration over this time scale likely reflects the lifetime of the mRNAs that drive each stage. This time scale also matched the period of time during which visibly distinct morphological processes occur, for example ciliogenesis initiates in different regions of the oral primordium at slightly different times, with early-stage events of ciliogenesis taking place over a roughly 1–2 hr period (Paulin and Bussey, 1971). Therefore, we expected that groups of related genes would show peaks of expression lasting on the order of 1–2 hr, as we observed. Second, the number and timing of the five clusters correspond with the number and timing of known morphological events, consistent with our a priori expectation that different morphological events in regeneration may be coordinated by distinct modules of genes. Finally, we observed a strong correlation between the types of genes expressed at a given stage, and the cell biological events taking place at that stage. Based on this correlation, we believe that examination of other genes with correlated expression patterns will reveal previously unknown molecular players in organelle regeneration, centriole biogenesis, and ciliogenesis.

We can imagine two general schemes by which the timing of these waves could be determined. One model is a ‘production schedule’, in which a master clock triggers successive waves at different times after the initiation of the process. The alternative is a ‘cascade’ model in which the products of early waves of gene expression are required to trigger expression of later waves. We note that while cascades are a widespread scheme for creating temporal programs of gene expression, there are also examples of production schedule mechanisms in which a single transcription factor drives expression of different target genes as it accumulates, an effect produced by variation among promotors in their threshold of activation, such that low threshold target genes are expressed first, followed later by high threshold target genes (Hansen and O’Shea, 2016; Chen et al., 2020).

In the production schedule type of model, later waves of expression do not depend on the products of earlier genes, and would thus occur normally even in the absence of protein synthesis. The fact that cycloheximide treatment had larger effects on later expressed groups of genes (Figure 4C and D) is thus more consistent with a cascade mechanism. Gene cascades are well known in many different systems, such as bacterial sporulation, bacteriophage infection, and insect morphogenesis. Our results are particularly reminiscent of events seen during the response of serum-starved mammalian cells to the re-addition of serum as well as the response of mammalian cells to viral infections. In both cases, a set of co-called immediate early genes are expressed even in the absence of protein synthesis (Lau and Nathans, 1985), and these genes encode factors required for driving further waves of gene expression. We propose that E2F and other early-expressed genes whose expression does not require protein synthesis may be playing an analogous role in regulating *Stentor* regeneration. The organization of a regeneration response into temporally distinct modules of gene expression is similar that seen in animal regeneration (Monaghan et al., 2007), which controlled by cascade-like gene regulatory networks (Smith et al., 2011).

In addition to a genetic cascade, regeneration involves expression of a large number of signaling molecules, in particular kinases. Indeed, kinases are expressed at all stages of regeneration, consistent with the massive expansion of the kinome in *Stentor* (Reiff and Marshall, 2017) although specific kinase families tend to be expressed at specific stages. One abundant class of kinases observed among the upregulated genes was the dual specificity DYRK kinases, with 13 different DYRK family members expressed (5 in the OA regeneration gene set, 8 in the sucrose shock response gene set). We note, however, that the kinome of *S. coeruleus* has been predicted to contain 142 DYRK family members, making them one of the most highly expanded kinase families in the genome (Reiff and Marshall, 2017). Given that the *Stentor* genome contains 35,000 genes, we would expect that roughly 14 DYRK genes would be present in any randomly chosen set of 3000 genes. The regeneration program does not, therefore, show any particular enrichment for DYRK kinases.

### Comparison to other studies of *Stentor* regeneration

Three previous studies analyzed changes in gene expression during different individual forms of regeneration in *Stentor* (Sood et al., 2017; Onsbring et al., 2018; Wei et al., 2020). Each of these studies addressed just one regeneration paradigm – either OA regeneration (Sood et al., 2017; Wei et al., 2020) or bisection (Onsbring et al., 2018), and therefore did not permit the decomposition of expression patterns into gene modules as was done in the present study.

Onsbring et al., 2018, analyzed transcription in bisected cells of *S. polymorphus*, a different *Stentor* species that is smaller than *S. coeruleus* and contains a green algal endosymbiont. As with our study, they found that a much larger number of genes were expressed in the posterior half-cell compared to the anterior. GO-term analysis of the *S. polymorphus* data showed enrichment for several classes of genes (signaling, microtubule-based movement, replication, DNA repair, and cell cycle) among the upregulated genes, while a different class of genes were downregulated during regeneration (cellular metabolism and processes related to translation, biogenesis, and the assembly of ribosomes). We observed similar trends in bisected *S. coeruleus*. More specific groups of genes found to be highly represented in the *S. polymorphus* data were the DYRK family of kinases and MORN domain proteins. We also find genes in these families to be represented among the upregulated genes during regeneration in *S. coeruleus*, both following bisection and following sucrose shock. In regenerating *S. polymorphus* anterior halves, the most highly expressed gene was reported to encode an ortholog of Lin-54, a DNA-binding regulator of cell cycle-related genes (Schmit et al., 2009). In our data, we identified a LIN54 ortholog in the sucrose shock response, but not in regenerating anterior half-cells. In regenerating posterior halves, Onsbring et al., 2018, reported a putative E2F/DP family member as highly upregulated, consistent with our findings. Comparing differentially expressed genes in *S. coeruleus* (considering both sucrose and bisection) with their reciprocal best hits in the *S. polymor*phous proteome identified 365 genes upregulated in *S. polymorphous* that corresponded to genes upregulated in *S. coeruleus* (Supplementary file 7). The majority of these genes (325) were upregulated in either the posterior only, or the posterior and anterior, of *S. polymorphous*. When we specifically compared genes upregulated in the anterior or posterior halves of bisected *S. coeruleus* with genes specific to the anterior or posterior halves of bisected *S. polymorphous*, the correlation was not statistically significant (p=0.36 by Fisher’s exact test). Thus, while similar families of genes are expressed in both species, they often seem to be expressed in different halves of bisected *S. coeruleus* and *S. polymorphous* cells.

Wei et al., 2020, analyzed OA regeneration using the chaotropic agent urea to induce OA shedding rather than sucrose shock as was done in our experiments. They found one cluster of genes that were downregulated, and two clusters of genes that were upregulated after urea shock. One of the upregulated clusters consisted largely of heat shock proteins and chaperones, which differs from our results showing that such genes tend to be downregulated during regeneration. A second upregulated cluster included EF hand proteins as well as GAS2, similar to our results, but unlike our findings with sucrose shock, they only found a single gene annotated as encoding a basal body or cilia-related protein, namely WDR90. The lack of cilia-related genes is consistent with what we observed in our OA-specific module, but differs from what we observed in our sucrose shock response data. Taken together, a comparison of our results with those of Wei et al., 2020, suggests that urea shock may induce a different regeneration program than sucrose, possibly involving a higher degree of cellular stress as indicated by the upregulation of stress response proteins in their experiments.

### Comparison with animal regeneration

Most studies of regeneration in animals focus on regeneration of tissues or limbs, which entails stem cell proliferation and differentiation to replace missing cell types. In order to ask whether there might be any similarities in upregulated genes between our studies of single-cell regeneration in *Stentor* and multi-cell regeneration in animals, we compared our results to gene expression patterns observed during regeneration in the planarian *Schmidtea mediterranea* (Wenemoser et al., 2012). Considering planarian genes for which a *Stentor* ortholog was identified, 19% of genes upregulated in planarian regeneration were also upregulated during *Stentor* regeneration (Supplementary file 8). To determine the significance of this fraction, we note that our study (Supplementary files 1–6) shows a total of 4775 genes with differential expression during regeneration in *Stentor* across the different modules, out of a total of 34,494 gene models in the *Stentor* genome. Thus, the probability that a randomly chosen *Stentor* gene is differentially expressed is approximately 14%. Thus the number of upregulated *Stentor* orthologs of planarian upregulated genes is comparable to that expected by chance, indicating no significant correlation between genes in the two studies. This result is not surprising given the nature of the upregulated genes in planaria, which consist almost entirely of genes related to cell proliferation, cell migration, or tissue organization, none of which occur during regeneration of single *Stentor* cells.

While most studies of regeneration in animals focus on regeneration of tissues by proliferation of stem cells whose progeny replaces the lost tissue, regeneration of single damaged cells can also take place in animals. One well-studied example is the case of nerve regeneration, in which a part of the cell (the axon) has to regrow after being severed. This form of regeneration is conceptually much more similar to the intracellular regeneration we observe in *Stentor*. We used the Regeneration Rosetta database (Rau et al., 2019) to compare expression of genes during *Stentor* regeneration to genes expressed during regeneration of the optic nerve in zebrafish (Dhara et al., 2019; see Materials and methods). Out of 606 zebrafish genes included in the study for which reciprocal best hits could be found in the *Stentor* genome, 110 (19%) were differentially expressed during regeneration in *Stentor* (Supplementary file 9). Again, this fraction is approximately what we would expect by chance, given the fraction of the *Stentor* genome (14%) that is differentially expressed during regeneration.

*Stentor* and optic neurons are both specialized cell types, whose regeneration program is dominated by the assembly of cell-specific structures such as the OA or neuronal growth cone. In particular, *Stentor* regeneration involves a large number of genes related to cilia and basal bodies, whose formation is not part of optic nerve regeneration. Genes of the Bisection and General classes do not include these OA-specific genes and might therefore show more overlap with animal cell regeneration. The 123 genes in these two categories constitute 0.3% of all *Stentor* genes, but account for 7 of the 606, or 1.1%, of *Stentor* orthologs of upregulated zebrafish genes. This greater than threefold difference in the fraction of upregulated orthologs relative to the fraction expected by chance is statistically significant (Z-test p=0.00024), consistent with a potential correlation, but the numbers of genes are very small.

One of the challenges with relating lessons learned in *Stentor* with other systems is that the annotation of the *Stentor* genome is still at an early stage. Our results will help with annotation by defining a subset of genes potentially involved in cellular morphogenesis.

### Cell cycle genes expressed during regeneration

One particularly notable class of genes expressed during regeneration are genes encoding cell cycle-related proteins. This has also been observed in previous reports (Sood et al., 2017; Onsbring et al., 2018; Wei et al., 2020). Examples include not only general cell cycle regulatory machinery such as cyclins and CDKs, but also mitotic kinetochore proteins. In order to obtain a more global view of cell cycle-related genes, we compared the genes upregulated during *Stentor* regeneration to a compilation of mouse genes showing cell-cycle-specific upregulation based on single-cell RNAseq analysis (Kowalczyk et al., 2015). We identified 107 *Stentor* genes having differential expression during regeneration that corresponded to mouse genes showing cell-cycle-specific gene expression (Supplementary file 10). Almost two-thirds of the *Stentor* upregulated genes, 61 in total, corresponded to genes expressed during S phase in mouse cells. Thirty-three upregulated *Stentor* genes corresponded to genes expressed during G2M, and the remaining 13 corresponded to G1-specific genes in mouse cells.

One hypothesis to explain expression of cell cycle genes during regeneration is that the cell cycle machinery might help regulate the timing of regeneration. The morphological steps of OA regeneration visible on the cell surface (Figure 1) are virtually identical to the steps by which a new OA forms during normal cell division (Tartar, 1961). Likewise, the macronucleus of *Stentor* undergoes a similar set of morphological changes during both division and regeneration. Like other ciliates, *Stentor* contains a single large polyploid macronucleus that contains approximately 50,000 copies of the expressed genome as well as several smaller diploid micronuclei. During division, the macronucleus is simply pinched in half by the cleavage furrow. Prior to this pinching, the elongated macronucleus shortens and compacts into a more spheroidal shape, which then re-elongates just before cytokinesis. These same shape changes occur during regeneration, even though the cell is not going to divide (Paulin and Brooks, 1975). The strong morphological similarity between regeneration and division, at both the cortical and nuclear level, together with the expression of cell cycle and mitosis-related genes during regeneration, suggests the possibility that OA regeneration might involve co-option of parts of the cell cycle machinery to regulate the timing of events. This potential connection between regeneration and cell division in *Stentor* highlights another classical question in the biology of regeneration: is regeneration a distinct process in its own right, or instead does it reflect a re-activation of development? In the case of the unicellular *Stentor*, for which development is equivalent to cell division, the use of cell cycle machinery in regeneration would support the latter view. The fact that knockdown of E2F leads to a delay or failure of late stages of regeneration may in part reflect a role of cell cycle-related E2F targets in this system. Indeed, a cyclin, cyclin A-associated protein, and Akt kinase are among the predicted E2F targets upregulated during regeneration in *Stentor*. We speculate that the delay phenotype in E2F RNAi experiments may result from reduced progression through cell cycle transitions associated with successive steps of regeneration.

However, an alternative explanation for the upregulation of cell cycle genes during regeneration could be the fact that in *Stentor*, the micronuclei undergo mitosis during regeneration (Guttes and Guttes, 1959). Expression of cell cycle and mitosis genes during regeneration might thus simply happen in order to allow for mitosis of the micronuclei, and have nothing to do with the events of regeneration itself. Consistent with this alternative hypothesis, we find that cell cycle genes are not among the genes upregulated during regeneration of tails in anterior half-cells, and it is known that neither micronuclear mitosis nor the macronuclear compaction associated with division occur during this process (Weisz, 1949; Guttes and Guttes, 1959).

The two explanations need not be mutually exclusive – it is possible that the program of OA regeneration is under control of cell cycle timing machinery that also directs the events of micronuclear mitosis. In keeping with this idea, it has been shown that inhibition of the cell cycle-related Aurora kinases, several orthologs of which show differential expression during OA regeneration (clusters 2, 4, and 5 of the sucrose shock response) can advance or delay the later stages of regeneration (Lin et al., 2020).

### Implications for OA assembly

The OA is a complex cellular structure consisting of a tightly packed and highly ordered array of basal bodies and their associated cilia in the form of an MB together with associated structures involved in food ingestion. Out of 215 protein identified as highly abundance components of isolated MBs (Lin et al., 2022), 173 corresponded to genes upregulated during regeneration, while the other proteins were not detected in this study.

Given that OA formation requires synthesis of basal bodies, we would expect a priori that among the list of OA-specific regeneration genes will be genes encoding protein components of centrioles/basal bodies, and that the expression of such genes should coincide with the time period in which the basal bodies are forming. Indeed, the OA-specific module does contain many known centriole biogenesis factors, and by far the majority of centriole-biogenesis genes are expressed in cluster 2 of the OA-specific pathway, which coincides with the period of basal body synthesis during OA regeneration. In the sucrose shock response pathway, we see the same trend of centriole-related genes expressed during cluster 2, and we also see cilia genes expressed in later clusters, coinciding with the timing of ciliogenesis and establishment of ciliary motility (Figure 2E). We thus find strong temporal correlation between the expression of centriole and cilia-related genes and the corresponding events of basal body biogenesis and ciliary assembly, respectively.

Based on this positive correlation with known genes involved in centrioles and cilia, we predict that at least some of the genes in these clusters with no or poor homology to known genes may encode undiscovered factors involved in centriole biogenesis and ciliogenesis. In particular, while the proteome of the centriole/basal body has become increasingly well characterized (Keller et al., 2005; Jakobsen et al., 2011; Lauwaet et al., 2011; Firat-Karalar et al., 2014; Hamel et al., 2017), we hypothesize that cluster 2 may contain genes whose products are needed for basal body assembly, or for positioning the OA in relation to other cellular structures, but may not encode structural components of the basal body itself. Such proteins would have been missed in proteomic analyses of the final structure. Interestingly, while many centriole/basal body-related genes are expressed in the early clusters (2 and 3), the only clear centriole-related genes we find in the late-expressed cluster 4 is an ortholog of LRRC45 which is a linker component required for centriole cohesion (He et al., 2013). In this regard, we note that when basal bodies first assemble during oral regeneration, they do so with random orientations relative to each other, creating a so-called ‘anarchic field’ (Bernard and Bohatier, 1981). It is only later in the process that the basal bodies associate into pairs and then larger groups to form the membranelles that are the dominant ultrastructural motif of the OA. The expression of LRRC45 at exactly this stage suggests that this linker may be a key element for assembling the MB from the initially randomly oriented basal bodies.

While we have noted that the OA-specific module has relatively few genes encoding ciliary proteins compared to the sucrose shock response dataset, it does contain a number of orthologs of genes implicated in the ciliopathies Meckel syndrome and Joubert syndrome. Both of these syndromes involve defects in non-motile cilia, and the proteins encoded by the Meckel and Joubert syndrome genes are involved in gating the import of proteins into the cilium (Takao and Verhey, 2016). The sucrose shock-specific program also included two Meckel/Joubert syndrome genes (B9D1 in cluster 2 and NPHP3 in cluster 4). We hypothesize that these genes may be expressed during regeneration in order to equip the newly formed basal bodies with appropriate protein machinery to generate OA-specific cilia.

In addition to basal bodies and cilia, the OA is also known to contain a set of protein fibers made of centrin-like EF hand proteins (Huang, 1973; Lin et al., 2022). The OA-specific module contains several predicted EF hand proteins including at least one ortholog of conventional centrin (see Supplementary file 1).

Finally, we note that the late expressing clusters contain orthologs of GAS2, a protein involved in coupling actin and microtubule cytoskeleton in other organisms. GAS2 has been found in the MB proteome (Wei et al., 2020; Lin et al., 2022). Our results further support involvement of GAS2 in OA assembly, and suggest it functions at a late stage in the regeneration process. We hypothesize that GAS2 may play a role in aligning the membranelles with the longitudinal microtubule bundles that define the ciliary rows on the cell body.

### Re-use versus new synthesis of ciliary proteins

The OA is an assemblage of motile cilia. The cilia of the OA are substantially longer and more densely packed than the body wall cilia. Upregulation of cilia-related genes during ciliogenesis has been reported in other ciliates, including *Tetrahymena* (Soares et al., 1991) and *Paramecium* (Kandl et al., 1995), but it is also seen in green algae (Schloss et al., 1984; Stolc et al., 2005), lower plants (Tomei and Wolniak, 2016), and vertebrate multiciliated epithelial cells (Ross et al., 2007; Hoh et al., 2012). Given the fact that cilia represent the most visibly obvious structure within the OA, it was expected that regeneration of the OA would be accompanied by upregulation of genes encoding ciliary proteins. Consistent with this expectation, the sucrose shock-specific genes (Figure 2C) include a large number of genes encoding protein components of motile cilia, including radial spokes and the dynein regulatory complex. These genes are present mainly in clusters 3 and 4, and reach peak expression at 200 min (Figure 2E). It was therefore somewhat surprising to observe that genes encoding proteins specific to motile cilia, such as dynein arms or radial spoke proteins, are for the most part not found among the OA-specific genes (Figure 2A), indicating that these genes are expressed when the OA forms in sucrose-shocked cells, but not when the OA forms in posterior half-cells that are regenerating a new anterior half. Prior studies have found that full ciliary motility, including metachronal waves, is achieved in the OA at the same stage in development when the oral primordium has reached its full length, regardless of whether regeneration was induced by sucrose shock (Paulin and Bussey, 1971) or by surgical cutting (Tartar, 1963; James, 1967). Thus, the difference that we observe in terms of ciliary gene expression does not reflect a difference in the timing at which ciliary motility is recovered.

Given that the regenerating OA in posterior half-cells needs to be equipped with cilia, how is it possible that the genes encoding ciliary proteins are not, by in large, upregulated during regeneration? One possibility is that in these cells, assembly of motile cilia onto the basal bodies is carried out using protein obtained from either a pre-existing cytoplasmic pool or else from the pre-existing cilia on the cell body. Schmähl, 1926, has reported that in the giant ciliate *Bursaria*, some body cilia shorten while others are growing, suggesting an ability to redistribute protein between old and new structures. In the green alga *Chlamydomonas*, severed flagella are able to regenerate using protein from a cytoplasmic pool, but, importantly, they can also ‘borrow’ protein from other flagella present on the same cell, with those other flagella shortening as a result (Coyne and Rosenbaum, 1970). As to why OA assembly in sucrose shock cells involves expression of cilia-related genes while OA assembly in regenerating posterior half-cells does not, we speculate that scaling of organelle size may be involved. As Morgan, 1901b, has pointed out, when a cell is bisected and the posterior half forms an OA, the MB of the new OA is half the size of that in an intact cell. In contrast, a sucrose-shocked cell has to build a full-sized OA. It is therefore possible that the larger size of the OA being formed after sucrose shock requires synthesis of new protein, existing pools being insufficient. On the other hand, a bisected cell would start out with only half as much protein as an intact cell, so it is unclear if this type of scaling argument can really explain the differences that are seen in the transcriptional program. Clearly, direct assays for protein re-utilization will be needed to answer this question in the future.

### Implications for cellular wound recovery

The bisection-specific genes (Figure 3B) are shared between half-cells that are regenerating distinct structures. What the two half-cells have in common is that they were mechanically wounded during the surgical bisection, unlike the sucrose-shocked cells. We therefore interpret the bisection-specific differential gene expression pattern as reflecting a response to physical wounding of the cell. Direct measurements of membrane integrity in *Stentor* indicate that the plasma membrane seals itself on a time scale of 100–1000 s after wounding (Zhang et al., 2021). In comparison, the upregulated genes in the bisection response peak at 120–240 min after wounding, long after the wound itself has been closed. Thus, the bisection-specific transcriptional module is more likely to reflect recovery of cell state after wound closure, rather than the wound closure process itself.

Two of the upregulated genes in the bisection-specific module encode ammonium transporters, and a third encodes carbonic anhydrase. In animals, ammonium transporters and carbonic anhydrase work together to control pH of both blood and cytoplasm (Weiner and Verlander, 2019). This is true not only in the kidney but also in cells such as muscle cells and macrophages (Vaughan-Jones and Spitzer, 2002; Sedlyarov et al., 2018). Changes in cytoplasmic pH have been reported following plasma membrane wounding or other forms of damage in animal cells (Chambers and Chambers, 1961). Since *Stentor* grows in pond water that is relatively acidic, a wound in the plasma membrane is expected to cause acidification of the cytoplasm. Carbonic anhydrase may act to increase the pH of cytoplasm after wound healing by dehydrating carbonic acid to CO_2_. We infer that a key function of the bisection-specific transcriptional module is restoration of proper intracellular pH once the membrane rupture has been healed. Similarly, the expression of an ABC transporter and a major facilitator superfamily member, both of which are involved in transporting a wide range of small molecules out of cells (Wong et al., 2014; Quistgaard et al., 2016), may indicate a role in pumping contaminants out of the cell that may have entered through the open wound. Such pumping would be analogous to the use of a bilge pump to remove water from a boat after patching the hull.

### Role of conserved developmental regulators in single-cell regeneration

Giant, complex cells like *Stentor* face many of the same morphogenetic challenges as animal embryos in the need for establishing body axes, creating and maintaining patterns, and ensuring that anatomical features are present in the correct positions (Marshall, 2020). It is usually assumed that the similarity of such processes such as axiation, regeneration, or induction between unicellular protists and animal embryos must reflect analogous processes that are implemented using completely different, non-homologous mechanisms. The identification of Pumilio, a highly conserved developmental regulator (Wreden et al., 1997; Gamberi et al., 2002; Sonoda and Wharton, 1999) in the *Stentor* regeneration program, suggests that there may in fact be conserved molecular mechanisms at work during morphogenesis in both single-celled and multi-celled organisms.

Although multiple Pumilio orthologs were among the sucrose shock-specific gene list, this list did not contain any additional Pumilio targets besides those identified in the OA-specific list. Likewise, although the tail regeneration program contains Pumilio orthologs, it does not contain any predicted Pumilio target genes. One potential explanation is that some of the relevant Pumilio targets in these other programs may be genes whose transcripts are already present prior to initiation of regeneration. In such cases, expression of Pumilio orthologs may alter the localization or translation of those targets, even if they show no change at the transcriptional level.

### Conclusion

The transcriptional analysis *of Stentor* regeneration described here begins to reveal key molecular details of intracellular patterning and regeneration mechanisms, such as evidence for modularity and a cascade organization. We find that *Stentor* regeneration involves expression of regulatory genes conserved across eukaryotes, suggesting a deep conservation of developmental mechanisms.

## Materials and methods

### Stentor culture and regeneration

Cells were obtained from Carolina Biological Supply (cat. num. 131598) and cultured as previously described (Slabodnick et al., 2013). Cells were maintained in Pasteurized Spring Water (Carolina Biological Supply) and fed with *Chlamydomonas* and wheat seeds. Cells were collected from the same culture for each RNAseq experimental replicate.

To induce regeneration of the OA by sucrose shock (Lin et al., 2018), cells were placed in a 15% sucrose solution for 2 min (Tartar, 1957), and then washed in Carolina Spring Water thoroughly. Samples of ~20 cells were collected before shock, then at 30 min post shock, 1, 2, 3, 4, 5, 6, 7, and 8 hr. At each time point, a sample of cells was lysed into RNA-stabilizing buffers specified by the extraction kit, and then stored on ice until the end of the experiment when the RNA purification was performed in parallel on all samples (see below). Four replicates were analyzed for each time point.

For analysis of regeneration in bisected cells, cells were cut in half as previously described (Lin et al., 2018). A 50 μl drop of methylcellulose was placed onto a slide, and 40–50 *Stentor* cells were collected in a volume of 50 μl and added to the drop of methylcellulose. Cells were individually cut with a glass needle (Lin et al., 2018), making sure to complete all cutting within 10 min from the time the first one was started. As a result, all samples are synchronous to within 10 min of each other. The anterior and posterior half-cells were manually separated into two tubes and washed once with spring water to remove the methylcellulose. Samples were then incubated at room temperature for the specified time period (60, 90, 120, 180, 360, or 420 min). Samples designated as t=0 were collected within 2 min prior to cutting. After the desired time had elapsed, the media was removed from the cells to produce a final volume of less than 20 μl, and 350 μl of RLT buffer from Qiagen micro easy kit was added to the sample and mixed by pipetting 20 times. Lysate for each sample was stored at 4°C while additional samples were prepared.

### Total RNA extraction

RNA was extracted at each time point using the Nucleospin RNA XS kit from Clontech (cat. num. 740902.250). RNA quality was assessed using a NanoDrop and then Bioanalyzer was used to quantify RNA amount. ERCC spike ins (Thermo Fisher, cat. num. 4456739) were added to each sample in a dilution ranging from 1:1000 to 1:10,000 depending on the initial amount of RNA extracted.

### RNAseq library preparation and sequencing

RNAseq libraries were prepared with Ovation RNAseq system v2 kit (NuGEN). In this method, the total RNA (50 ng or less) is reverse transcribed to synthesize the first-strand cDNA using a combination of random hexamers and a poly-T chimeric primer. The RNA template is then partially degraded by heating and the second-strand cDNA is synthesized using DNA polymerase. The double-stranded DNA is then amplified using single primer isothermal amplification (SPIA). SPIA is a linear cDNA amplification process in which RNase H degrades RNA in DNA/RNA heteroduplex at the 5′-end of the double-stranded DNA, after which the SPIA primer binds to the cDNA and the polymerase starts replication at the 3′-end of the primer by displacement of the existing forward strand. Random hexamers are then used to amplify the second-strand cDNA linearly. Finally, libraries from the SPIA amplified cDNA were made using the Ultralow v2 library kit (NuGEN). The RNAseq libraries were analyzed by Bioanalyzer and quantified by qPCR (KAPA). High-throughput sequencing was done using a HiSeq 2500 instrument (Illumina). Libraries were paired-end sequenced with 100 base reads.

RNAseq data from this study are available in GEO under accession number GSE186036.

### RNAseq data preparation – trimmed and filtered reads

We used trimmomatic (Bolger et al., 2014) to trim RNAseq reads with the following flags: ILLUMINACLIP:$adapterfile:2:30:10 HEADCROP:6 MINLEN:22 AVGQUAL:20 The settings ensured that we kept reads of at least 22 bases, an average quality score of 20 and trimmed any remaining Illumina adapter sequences.

### Transcriptome generation

To generate a transcriptome, we combined all the reads from all RNAseq samples and time points. We ran Tophat2 (Kim et al., 2013) to align the reads to the genome (StentorDB http://stentor.ciliate.org; Slabodnick et al., 2017). We used the following flags to ensure proper mapping in spite of Stentor’s unusually small introns (Slabodnick et al., 2017): -i 9 -I 101 --min-segment-intron 9 --min-coverage-intron 9 --max-segment-intron 101 --max-coverage-intron 101p 20.

We then ran Trinity (Haas et al., 2013) using a genome guided approach. We used the following flags: --genome_guided_max_intron 1000.

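The files list 77638 transcripts, which Trinity groups into 75634 genes, 1303 of them with several transcripts. Their median length is 443 bases. With at least 10 counts, 20901 to 35991 of these genes were seen per library of the sucrose shock series, 27562 to 33525 in posterior and 24985 to 33986 in anterior half-cells.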

In total, we assembled 34,501 genes aligned with the existing *Stentor* genome models in StentorDB, plus 143 novel models. Our prior gene prediction for the *Stentor* genome indicated approximately 35,000 genes were present (Slabodnick et al., 2017). Such a large number of genes is typical of ciliates.

### Calculating transcript abundance and differential expression analysis

We used Kallisto to quantify transcript abundance (Bray et al., 2016) using the following flags: -t 15 -b 30. We then used Sleuth (Pimentel et al., 2017) to identify genes which are differentially expressed genes through the regeneration time course. We use an approach similar to that used by Ballgown (Frazee et al., 2015). We fit the expression data to time using natural splines (R function ‘ns’) with 3 degrees of freedom. Then, using Sleuth, we compared this model to a null model where change in expression is only dependent upon noise. To decide if transcripts were differentially expressed, we defined the minimum significance value (qval in the Sleuth model) to be 10 times the minimum significance value of all the ERCC spike-in transcripts. We found that nearly 5583 transcripts are differentially expressed during OA regeneration. Of these, 485 had no clear homology to proteins in NCBI databases nor PFAM. 

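Tested one by one, without summing per gene, 34841 transcripts changed over time after sucrose shock at an adjusted p under 0.05 from edgeR, 24323 in posterior half-cells and 12368 in anterior half-cells.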

We identified 234 that did not map to existing gene models. We averaged the expression of all transcripts that mapped to gene models as well as those which were part of a Trinity transcript cluster. All subsequent analysis was performed on these averaged values. Clustering analysis was performed as follows. First, genes whose maximum expression among the post-shock time points was found 30 min after sucrose shock were put into one cluster manually. 

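Across 44485 of the genes tested, the mean log2 CPM before sucrose shock and at 30 min correlated with r = 0.975, and mean TPM with r = 0.998. At later times the correlation with the cells before shock was 0.903 at 60 min, 0.728 at 180 min, 0.702 at 240 min, the lowest, and 0.921 at 420 min. For mean TPM it was 0.998 at 60 min too. Genes are not independent replicates.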

Gene expression profiles before sucrose shock and 30 min after are highly correlated (correlation coefficient from Pearson’s correlation = 0.99). Then, the remaining genes were clustered into four groups using ‘clara’.

Heatmaps were generated using all transcripts identified, including those that do not have matches in the current set of gene models in StentorDB. The gene lists given in the supplementary files, as well as our discussion of results, are restricted to those transcripts for which corresponding gene models exist in the genome database. For this reason, the number of rows in each heatmap will in general be slightly larger than the number of genes listed in the corresponding tables.

### Annotation of transcriptome

Following the approach of trinotate (https://trinotate.github.io), we annotated the transcriptome. First we used transdecoder (http://transdecoder.github.io/) to find the longest ORFs (minimum protein length is 100AA and uses the standard genetic code). We used blastx and blastp (Altschul et al., 1990) to search the Uniprot database (Uniprot consortium, 2017). Then Hmmscan (hmmer.org, HMMER 3.1b1) was used to search the pfam-a database (Finn et al., 2016). Alignments of genes of interest were further manually inspected using a blastp search against the ‘Model Organism’ or ‘Uniprot-KB/Swiss-Prot’ databases.

### Mapping transcripts to gene models and to genome

We used Gmap (Wu and Watanabe, 2005) to map transcripts to gene models following the approach outlined here: https://github.com/trinityrnaseq/RagonInst_Sept2017_Workshop/wiki/genome_guided_trinity.

We used a built-in script from Trinity to utilize Gmap to align transcripts to a repeat-masked (rmblastn 2.2.27+) Stentor genome. We used bedtools (Quinlan, 2014) on the resulting bam file to identify overlaps between the aligned transcripts and existing gene models (Slabodnick et al., 2017). Annotations from StentorDB were collected, most of which refer to other ciliate genomes. For any gene with a predicted domain or a ciliate homolog, BLAST search was performed against the *Chlamydomonas* genome version 5.5 on the JGI Phytozome database.

### Annotation of subsets of genes

Because centriole and cilia genes have often been poorly annotated in existing databases, we manually curated ‘ancestral centriole genes’ (Azimzadeh et al., 2012) and other genes involved with ciliogenesis and centriole biogenesis (Ishikawa and Marshall, 2011; Bettencourt-Dias and Glover, 2007). We used a reciprocal best BLAST search approach to identify genes in the *Stentor* genome with homologs to these manually curated sets of genes. Other gene categories (nuclear, RNA binding, etc.) were annotated based on existing annotations in the Stentor genome database.

In order to identify potential targets of E2F and Pumilio, we searched the non-coding sequence of the *Stentor* genome using Perl with the following regular expressions:

E2F: TTT[GC][GC]CGC
Pumilio: TGTA[CTAG]ATA

### Bioinformatic analysis of gene sets in other organisms

For comparison with *S. polymorphus*, reads for *S. polymorphus* from Onsbring et al., 2018, were used to assemble a transcriptome using FASTQC, trimmomatic, CutAdapt, and Bowtie2, followed by Kallisto and DESeq2 to obtain read counts. Genes showing significant differential expression were clustered and the reciprocal best hit *S. coeruleus* genes identified. These results are tabulated in Supplementary file 7.

For comparison with expression patterns in animal regeneration, we used the PlanMine database to find the *S. mediterranea* gens in the Smed version 3 genome corresponding to genes listed in Table 1 of Wenemoser et al., 2012, and then searched each for a corresponding *Stentor* ortholog using blastx search in StentorDB. For comparison with expression during optic nerve regeneration in zebrafish, we used the Regeneration Rosetta database to select genes showing differential expression at the 5% confidence level. We then used reciprocal best hits with human genes to identify the *Stentor* orthologs of upregulated zebrafish genes, which indicated 606 zebrafish genes differentially expressed during optic nerve regeneration for which a *Stentor* ortholog could be identified. Matching the *Stentor* gene IDs of these 606 genes indicated that 110 of them corresponded to *Stentor* genes differentially expressed during regeneration.

### RNAi analysis of E2F and Pumilio

RNAi by feeding was performed as previously described (Slabodnick et al., 2014). Briefly, RNAi experiments are set up in 12-well plates with 2 ml of filtered spring water in each well. Feeding is performed under a Zeiss Stemi dissecting microscope. Bacteria expressing the RNAi constructs were added to the well daily for 10 days, exchanging the media for fresh media half way through the experiment. Images were acquired using a Zeiss Axiozoom microscope with a ×2.3 objective lens and total magnification of ×40 or ×80 using a Nikon Rebel T3i digital SLR camera. The presence, position, and size of the OA are assessed by visualizing the MB, which is detected in living cells based on the visualization of a dense array of long, beating cilia. This is in contrast to the body wall cilia which are much shorter and not visible at the magnification used in our imaging. The OA primordium is detected as a flat region on the otherwise curved side of a cell, often with a decreased opacity of the adjacent cytoplasm. High magnification video imaging has shown that this flat patch with a flanking transparent zone is a reliable indicator of the primordium.

For the E2F experiments summarized in Figure 5K, regeneration on schedule was defined by the presence of a visible OA primordium on the side of the cell by 4 hr, an OA that contains an elongated MB with visible beating cilia by 6 hr, an OA with motile cilia that has migrated to the anterior end of the cell by 8 hr, and cells that are still alive and have an OA with motile cilia encircling the anterior end.

Constructs were made using plasmid pPR-T4p and transformed into *Escherichia coli* cell line HT115 for expression of dsRNA. Inserts were cloned by PCR with the following primers, with the overhangs needed for T4 ligation-independent cloning indicated in underline.

E2F (SteCoe_12750):

5' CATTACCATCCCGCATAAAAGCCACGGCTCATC 3'
5' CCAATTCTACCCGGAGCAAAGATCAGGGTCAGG 3'

Pumilio (SteCoe_27339):

5' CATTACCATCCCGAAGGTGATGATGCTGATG 3'
5' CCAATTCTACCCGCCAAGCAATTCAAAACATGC 3'

## Data Availability

Transcriptomic data have been deposited in GEO under accession code GSE186036. The following dataset was generated: SoodP MarshallW LinA McGillivaryR 2021Modular, Cascade-like Transcriptional Program of Regeneration in StentorNCBI Gene Expression OmnibusGSE18603610.7554/eLife.80778PMC937160135924891

## Additional files

Supplementary file 1. Genes showing differential expression during oral apparatus regeneration in both sucrose-shocked and bisected cells.

Supplementary file 2. Genes showing differential expression during oral apparatus regeneration in sucrose-shocked, but not bisected, cells.

Supplementary file 3. Genes showing differential expression during regeneration in posterior half-cells.

Supplementary file 4. Genes showing differential expression during regeneration in anterior half-cells.

Supplementary file 5. Genes showing differential expression during regeneration in both posterior and anterior half-cells, but not in sucrose shock.

Supplementary file 6. Genes showing differential expression during regeneration in all three samples analyzed: sucrose shock, anterior half-cells, and posterior half-cells.

Supplementary file 7. Comparison of differential gene expression during regeneration in *Stentor coeruleus* and *Stentor polymorphous*.

Supplementary file 8. Comparison of differential gene expression during regeneration in *Stentor coeruleus* and planarian flatworms.

Supplementary file 9. Comparison of differential gene expression during regeneration in *Stentor coeruleus* and zebrafish optic nerve.

Supplementary file 10. Comparison of differential gene expression during regeneration in *Stentor coeruleus* and differential gene expression in the mammalian cell cycle.

MDAR checklist

How the deposited data were processed for this re-analysis (not part of the article)

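RNA was measured in 100 libraries of *Stentor coeruleus*: 40 from a time course after sucrose shock, 18 each from posterior and anterior half-cells after bisection, 4 from untreated cells, 15 from sucrose-shocked cells in cycloheximide and 5 from cells in DMSO. The authors trimmed the reads, assembled a transcriptome from all samples and ran kallisto, 0.43.1 for the sucrose shock time course and 0.44.0 for the other 60 libraries, which form another sequencing run. The deposited values are estimated counts per transcript, not normalized between libraries. The authors also give TPM, corrected for effective length, with the spike-in sequences included. Each sample has a second table of the same estimates with more digits, and the values differ from the first by at most a relative 4.98e-06.

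Estimated counts were rounded to whole numbers and summed over the transcripts of each Trinity gene. Libraries were scaled by TMM in edgeR 4.0.16 under R 4.3.3, and genes with few counts were left out with filterByExpr (minimum count 10). Change over time was tested with edgeR's quasi-likelihood F-test, robust, on a natural spline of time with 3 degrees of freedom against an intercept alone, and a gene was counted as changing at a Benjamini-Hochberg adjusted p under 0.05. Each time was also compared with time 0, posterior and anterior half-cells were compared with each other and cycloheximide with DMSO, with time as a factor. The difference of time courses between samples was tested as an interaction with the spline. The paper's threshold was also applied: 10 times the smallest adjusted p of a spike-in. Genes of the OA-specific and sucrose shock-specific sets whose highest level after shock came at 30 min formed cluster 1, and the rest were clustered by clara of the R package cluster 2.1.8.1 on scaled mean log2 CPM (prior count 1), with the numbers of clusters taken from the paper. The OA-specific, sucrose shock-specific and general sets were clustered on profiles after sucrose shock alone. The posterior-specific set was clustered on posterior half-cells, the tail-specific set on anterior half-cells and the bisection-specific set on both. Profiles were correlated across the 5 times shared with the cycloheximide libraries. Sets of genes were tested with camera, against other genes, and with fry, against no change, of limma 3.58.1.

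Which tests and alternatives to run was written before the data were examined. The alternatives were DESeq2 1.42.0 size factors and test, limma on log2 TPM with 0.5 or 0.05 added, no low-count filter, a stricter adjusted p, time as a factor, 4 degrees of freedom, transcripts tested alone, time 0 left out, the replicate number as a block, and each replicate left out in turn. The sets of genes, their clusters, the tests of differing time courses and the tests of 4 half-cell libraries were chosen after the data were seen.

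Replicate numbers pair the samples, since the paper states that the samples of a replicate came from the same culture. Deviations from the group means of libraries with the same number had a mean correlation of 0.0877 in the sucrose shock series, where 29 of 40 libraries were closest to their own number. The mean was 0.00491 in posterior half-cells, 0.0266 in anterior half-cells and -0.0525 in cycloheximide.

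The calling steps were tested on simulated data drawn from the means and library sizes of the real libraries, with 200 genes changed. Of 100 genes changed 4-fold the test of change over time recovered 66 in the sucrose shock design (44487 genes), 44 in posterior half-cells (39425 genes), 49 in anterior half-cells (37671 genes) and 45 in cycloheximide (37120 genes). Of 100 changed 2-fold it recovered 14, 2, 3 and 5, with 8, 3, 3 and 7 false calls. The comparison of posterior with anterior half-cells recovered 89 at 4-fold and 43 at 2-fold, and that of cycloheximide with DMSO 54 and 40. These shares hold for simulations in which few genes changed. In the real data, where many more did, genes that changed by less than 2-fold were also called.

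The files name transcripts by assembly identifiers and do not pair them with the gene models of the paper's tables. The rule for named genes, set before the data were examined, was every gene the paper names and the 10 highest and 10 lowest changes in each comparison whose libraries all lie on one side of the controls. No gene is named here for that reason. The members of the paper's modules, the gene lists in cycloheximide and at 120 min, the times of the centriole and cilia genes, and the planarian orthologs were not analysed here.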

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

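In this part the tests of the late clusters in DMSO and against random lists, the test of depth, the thinned counts of the reduced designs, the test over genes tested in both samples, and the 2 tests of differing time courses were chosen after the results were seen.

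Among 55 tests of 11 groups of 4 libraries on 5 measures, 5 libraries lay far from the others of their group, where chance gives about 1 in 20, or 2.75. All 5 are from the sucrose shock series. At 60 min replicate 4 had 38.2% of its counts on the most abundant locus, against 9.01% to 11.0% in the others. At 90 min replicate 4 had 0.0126% on spike-ins, against 0.0213% to 0.0221%. At 180 min replicate 2 had 0.0406% on spike-ins, against 0.00356% to 0.00625%. Since the paper diluted spike-ins by the RNA extracted, their shares can differ by design. At 240 min replicate 4 had 12505513 counts in total, against 9692665 to 10012459. At 300 min replicate 2 had 32190 genes with at least 10 counts, against 28392 to 28998.

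The time courses of 9058 genes differed between sucrose-shocked cells and posterior half-cells by a test of the difference itself. The samples come from different sequencing runs, so run and treatment cannot be told apart for these genes. Of 21 assignments of the libraries, 1, the real one, gave as many, and the highest of the 20 others gave 88. This argues against chance as far as 21 assignments can show, but the other assignments also mix the sequencing runs.

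Beside this stands the larger number of changing genes after sucrose shock, 35218 against 24389 in posterior half-cells. A difference in depth alone is argued against, since depth favours the half-cells: without the most abundant locus the highest sucrose shock library had 11466325 counts and the lowest posterior library 12303566. With the sucrose shock series reduced to the times and numbers of libraries of the half-cells the lowest count was 25051, a smaller excess than the spread of the 4 reduced designs, which leaves the number of libraries open. Thinned to equal counts per library all 4 reduced designs had more changing genes than the posterior half-cells, at the least 20806 of 33255 tested against 17933 of 27442. Without the 4 libraries that lie with the opposite half-cells the posterior count at full depth was 27258, above 3 of the 4 reduced designs, so these values go both ways. Over the genes tested in both samples the lowest of the reduced designs had 17624 changing genes and the posterior half-cells 19334, and 20697 without those 4 libraries, so the excess may come from the number of libraries together with genes that were tested after sucrose shock alone. A biological difference between shedding the oral apparatus and bisection stays open and was not tested apart from the run.

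Between posterior and anterior half-cells the time courses of 4031 genes differed by a test of the difference. Of 31 assignments 1 gave as many, and the highest of the others gave 1. As far as 31 assignments can show, this argues against chance for all libraries together. With replicate 3 left out the count of differing genes was 6. All 4 libraries that lie with the opposite half-cells are in replicates 1 and 2, so leaving out replicate 3 raises their share. Without the 4 libraries that lie with the opposite half-cells it was 12432, and without 180 and 240 min 9921.

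The paper does not report on the DMSO libraries. Against them 12261 genes differed in cycloheximide. Of 41 assignments 1 gave as many, and the highest of the 40 others gave 55. This argues against chance as far as 41 assignments can show.

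The late OA-specific clusters were lower in cycloheximide at 360 min, where DMSO has 1 library, and not from 60 to 180 min. That the DMSO library alone makes the difference is argued against by cluster 4 itself, which changed by 0.051 from 60 to 360 min in cycloheximide and by 4.31 in posterior half-cells. Its genes were chosen for rising after sucrose shock and in posterior half-cells, and the DMSO libraries, which had no part in that choice, rose by 5.01, above the highest cycloheximide replicate, 0.16. Of 10000 random lists matched on expression 0 had a median as low as cluster 4, so genes of like expression did not share its difference. A shift of all genes cannot be tested this way, since TMM scaling takes out a shift common to most genes. A block of translation, as the paper proposes, may account for the difference, though these genes were picked and tested in part on the same libraries.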

How the results depend on the processing

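Of 215 alternatives set before the data were examined, 175 left a result on its side of its threshold or within its range, 33 moved it, 5 weakened it, 2 strengthened it and 0 reversed it. Of 110 added after seeing the data 52 moved a result. Where a result moved the cause was not tested, except that a stricter threshold gives fewer genes by construction. The results on differing time courses were themselves added after seeing the data. Library totals were 8582531 to 56592251 counts, and thinned to 10734211 counts per library 22412 genes changed in posterior and 11026 in anterior half-cells, fewer than at full depth. The gene lists, the members of the paper's modules and the second table of estimates, planned as alternatives or results, were not run.

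With the spike-in threshold 9696 genes changed over time after sucrose shock, 3657 in posterior and 1428 in anterior half-cells. The overlaps were then 160 for all 3, 1972 for sucrose shock and posterior half-cells, 284 for sucrose shock and anterior half-cells and 587 for posterior and anterior half-cells. At 1/10 of the smallest adjusted p of a spike-in, chosen after seeing the data, they were 6422, 816 and 240, and the sets held 432 OA-specific, 226 posterior-specific, 104 tail-specific, 100 bisection-specific and 7 general genes. At an adjusted p under 0.05 the OA-specific, posterior-specific, bisection-specific and general sets held 8700, 1464, 1281 and 7822 genes, and the tail-specific set was smaller than at the spike-in threshold. These sizes at 0.05, also added after seeing the data, are left out of the totals above, and all of these sets moved. Over the genes tested in all 3 samples 23183 changed after sucrose shock.

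At an adjusted p under 0.01, 6807 genes changed over time in anterior half-cells. At 120 min 8170 differed in posterior and 2062 in anterior half-cells. Time courses differed for 4805 genes between sucrose shock and posterior half-cells and for 1582 between posterior and anterior half-cells, where 6081 differed in level. Against DMSO 7398 differed in cycloheximide. The overlaps were 3874 for all 3, 4594 for sucrose shock and anterior half-cells and 4872 for posterior and anterior half-cells.

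With each replicate left out in turn the counts over time were 15522 to 23329 in posterior half-cells, 5206 to 11587 in anterior half-cells and 10664 to 12689 in cycloheximide. At 120 min they were 7327 to 11457 and 865 to 5292. Genes differing in time course between sucrose shock and posterior half-cells were 3619 to 9517. Between posterior and anterior half-cells 26 to 16002 genes differed and 6 to 6194 differed in time course, the lowest of both without replicate 3. The sets held 1538 to 2944 OA-specific, 2947 to 8212 sucrose shock-specific, 473 to 1702 posterior-specific, 69 to 2269 tail-specific, 161 to 1302 bisection-specific and 98 to 793 general genes. The mean correlation of cluster 5 was 0.177 to 0.218.

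Without the 4 half-cell libraries, chosen after seeing the data, 8289 genes differed at 120 min in anterior half-cells, 21513 between posterior and anterior half-cells and 12432 in time course, and the tail-specific set held 1065. Without 180 and 240 min these were 7839 at 120 min in anterior half-cells and 9921 in time course. From the libraries at 120 min and time 0 alone 7647 genes differed in anterior half-cells, and without time 0 the anterior time course had 4075. By limma on log2(TPM + 0.5), 17038 genes differed in time course between sucrose shock and posterior half-cells and 6583 between posterior and anterior half-cells. With the untreated cells split, 5797 genes were shared by posterior and anterior half-cells in 1 of 2 splits.

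With time as a factor the sets held 1138 OA-specific, 428 posterior-specific, 108 tail-specific, 154 bisection-specific and 42 general genes. With the replicate number as a block the posterior-specific set held 1568 genes and the tail-specific set 330. The block changed no other count by more than 1.5 times, with 36062 genes over time after sucrose shock.

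From TPM without logarithms the mean correlation with cycloheximide was 0.512 in cluster 2, 0.687 in cluster 3, 0.244 in cluster 5 and 0.424 over all clusters. With posterior half-cells in place of sucrose shock it was 0.674, 0.674 and 0.217 in clusters 2, 3 and 5, and by Spearman 0.128 in cluster 5. At a cutoff of 0.8 the unaffected genes were 2, 227, 321, 29 and 57 in clusters 1 to 5, 636 in all, and at 0.95 they were 0, 53, 99, 2 and 10, 164 in all.

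With an estimated correlation in camera the adjusted p was 0.425 for cluster 3 and 0.590 for clusters 4 and 5, so none of the set tests holds there, and 0.837 for cluster 2. By fry, which tests a set against no change and not against other genes, it was 0.00264 for cluster 3, 0.0669 for cluster 4, 0.0800 for cluster 5 and 0.188 for cluster 2. By camera at its preset correlation cluster 2, higher in cycloheximide, had 0.0437 to 0.156 with each cycloheximide replicate left out, the lowest without replicate 1 and 0.0453 without replicate 2.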

Differences from the paper's values

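The paper's counts use sleuth on transcripts and a spike-in threshold, and the first count given here for each sample uses edgeR at an adjusted p under 0.05, so their thresholds differ. For genes, and for the sets below, the units differ too. The paper averaged transcripts over gene models or Trinity clusters. The counts here come from 75634 Trinity genes, more than the gene models it aligned. After sucrose shock the paper's count of changing genes is 4323 and the count here 35218. In posterior half-cells the paper's is 1020 and the count here 24389. In anterior half-cells the paper's is 229 and the count here 12475. For genes changing in any of the 3 samples the paper's is 4811 and the count here 26317, which covers the 28889 genes tested in all 3 and so is lower than the count after sucrose shock alone. None of the alternatives set before the data were examined comes within 1.5 times of the paper's counts, the paper's own spike-in threshold included, which gives 9696, 3657, 1428 and, for any of the 3 over the genes tested in all 3, 8429. For transcripts after sucrose shock the paper's count is 5583 and the count here, at an adjusted p under 0.05, is 34841.

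At the spike-in threshold the OA-specific set held 1812 genes, against the paper's 431 in its text and about 600 in Fig. 1C, read by eye. The posterior-specific set held 866, against the paper's about 290 in Fig. 1C, read by eye, the tail-specific set 592, against the paper's about 97, and the general set 160, against the paper's about 34. The bisection-specific set held 427 and the paper's 98. No alternative was set for these sets before the data were examined. Of the genes that rose, the paper counts 564 in the OA-specific and 13 in the tail-specific set, and the counts here are 1690 and 239. At 1/10 of the smallest adjusted p of a spike-in, a setting chosen after seeing the values, the counts were 6422 after sucrose shock, 816 in posterior and 240 in anterior half-cells, and the sets held 432 OA-specific, 226 posterior-specific, 104 tail-specific and 100 bisection-specific genes, within 1.5 times of the paper's in these cases. It left 7 general genes. How many of the paper's own genes it drops cannot be counted, since the identifiers are not paired.

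The paper counts 21 OA-specific genes unaffected by cycloheximide, 5% of its set, and the count here is 341, or 18.8%. The paper's text states no cutoff, and cutoffs of 0.8 and 0.95, set before the data were examined, also differ, with 636 and 164. The paper's mean correlations are 0.72 in cluster 1, 1.54 in cluster 2, 2.31 in cluster 3 and 0.81 in cluster 5, of which those in clusters 2 and 3 lie outside the range a correlation can take. The means here are 0.264, 0.596, 0.738 and 0.184, and under every alternative set before the data were examined they differ from the paper's. For cluster 4 the paper prints a small negative mean, and the mean here is 0.0185. Before shock and at 30 min the paper's correlation is 0.99 and the correlation here 0.975 for log2 CPM, while mean TPM gives 0.998.

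The paper places most unaffected genes in cluster 2. Here 106 of 341 are in cluster 2 and 199 in cluster 3. The paper describes a cluster of general genes that rise after sucrose shock and fall in half-cells. Of the 160 general genes here 10 do so. Clusters of the general set rest on profiles after sucrose shock alone, so they could not separate genes by direction in half-cells. Cluster 4 held 20 genes that rose and 1 that fell after sucrose shock. With all replicates the general set is the smallest here as in the paper at the spike-in threshold. Without replicate 3 it held 98 genes and the tail-specific set 69, and at an adjusted p under 0.05 it is the second largest, with 7822 genes.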

Other observations

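The tests of the 4 half-cell libraries were chosen after the results were seen.

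Genes of OA-specific cluster 2 were higher in cycloheximide than in DMSO at 360 min. From 60 to 360 min the mean log2 change of cluster 2 was -3.13 ± 0.32 (SD, n = 4) after sucrose shock, -2.95 ± 0.47 (SD, n = 3) in posterior half-cells, -2.38 in DMSO with 1 library per time, and -1.08 ± 0.13 (SD, n = 3) in cycloheximide. At 360 min its genes were 1.24 above DMSO on average and 13.4% of them were below, while at 60 to 240 min the averages were -0.06, 0.25, 0.56 and 0.18. The paper does not report this. Of 10000 random lists of 642 genes 10000 had a median as low as or lower than that of cluster 2.

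At 180 and 240 min the posterior and anterior half-cells each hold libraries that lie with the opposite half-cells. An exchange of labels may account for this: over genes that differ between posterior and anterior half-cells at the other times, 4 of these 4 libraries lie within the range of the opposite half-cells, and each exchange has a partner at the same time. Regeneration earlier or later than in the other replicates is argued against for the times sampled: over 28889 genes 0 of the 4 correlate best with the mean profile of their own half-cells at any of the 6 times, while each of the 32 other libraries does. The 2 labelled anterior correlate best with posterior half-cells at their own time (r = 0.906 at 180 min and 0.931 at 240 min, against 0.460 and 0.739 for their own half-cells). The 2 labelled posterior correlate best with anterior half-cells at another time (0.721 and 0.747, against 0.638 and 0.545), which an exchange at the same time does not by itself predict. Depth is argued against, since 0 have a total outside the range of the rest. No biological explanation other than this timing was tested, the labels were kept, and a hypothesis found and tested on the same libraries stays one.

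Other assignments of the libraries give fewer genes than the real one in each of the remaining counts. With 20 or 30 others drawn, this argues against chance only as far as so few can show. In every case 1 assignment, the real one, gave as many. The highest others were 22 among 20 after sucrose shock (35218), 2671 among 30 in posterior half-cells (24389), 678 among 30 in anterior half-cells (12475) and 1 among 30 in cycloheximide (16181). At 120 min they were 60 among 20 (17886), 5699 among 30 (13047) and 645 among 30 (4766), and 1 among 30 between posterior and anterior half-cells (12240). In posterior half-cells other assignments thus reach high counts, and the cause was not tested.

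Counts on 7258 genes seen in the sucrose shock run and nearly absent from DMSO made up 1.80% to 6.70% of the counts of sucrose shock libraries. In 7 libraries of the other run, 5 in cycloheximide and 2 untreated, they made up 0.114% to 0.329%, and in its other 53 at most 0.00643%.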
